# The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium *Synechocystis* Sp. PCC 6803

**DOI:** 10.1371/journal.pone.0112599

**Published:** 2014-11-11

**Authors:** Liisa Gunnelius, Juha Kurkela, Kaisa Hakkila, Satu Koskinen, Marjaana Parikainen, Taina Tyystjärvi

## Abstract

The *rpoZ* gene encodes the small ω subunit of RNA polymerase. A ΔrpoZ strain of the cyanobacterium *Synechocystis* sp. PCC 6803 grew well in standard conditions (constant illumination at 40 µmol photons m^−2^ s^−1^; 32°C; ambient CO_2_) but was heat sensitive and died at 40°C. In the control strain, 71 genes were at least two-fold up-regulated and 91 genes down-regulated after a 24-h treatment at 40°C, while in ΔrpoZ 394 genes responded to heat. Only 62 of these heat-responsive genes were similarly regulated in both strains, and 80% of heat-responsive genes were unique for ΔrpoZ. The RNA polymerase core and the primary σ factor SigA were down-regulated in the control strain at 40°C but not in ΔrpoZ. In accordance with reduced RNA polymerase content, the total RNA content of mild-heat-stress-treated cells was lower in the control strain than in ΔrpoZ. Light-saturated photosynthetic activity decreased more in ΔrpoZ than in the control strain upon mild heat stress. The amounts of photosystem II and rubisco decreased at 40°C in both strains while PSI and the phycobilisome antenna protein allophycocyanin remained at the same level as in standard conditions. The phycobilisome rod proteins, phycocyanins, diminished during the heat treatment in ΔrpoZ but not in the control strain, and the *nblA1* and *nblA2* genes (encode NblA proteins required for phycobilisome degradation) were up-regulated only in ΔrpoZ. Our results show that the ω subunit of RNAP is essential in heat stress because it is required for heat acclimation of diverse cellular processes.

## Introduction

DNA-dependent RNA polymerases (RNAPs) catalyze the transcription of genetic information from DNA to RNA. The core of the multi-subunit RNAP is conserved throughout all cellular life forms [1]. The RNAP core of the majority of eubacteria, contains a catalytic center consisting of β and β′ subunits [2], two identical α subunits that enhance transcription efficiency and participate in promoter recognition [3], and a small ω subunit. In cyanobacteria, however, the RNAP core consists of six subunits because β′ has been split into two parts, an N-terminal γ subunit and a C-terminal β′ subunit [4]. For promoter recognition and transcription initiation, the bacterial RNAP core recruits a σ factor. Bacteria encode one essential primary σ factor and varying number non-essential σ factors [5]. Different σ factors favor different promoters thus orchestrating the transcriptional efficiencies of different genes.

The ω subunit of the RNAP core is encoded by the *rpoZ* gene. Knock out strains of the ω subunit have been constructed in the proteobacterium *Escherichia coli* [6], the actinobacteria *Mycobacterium smegmatis* [7], *Streptomyces coelicolor* [8] and *Streptomyces kasugaensis* [9], and in the cyanobacterium *Synechocystis* sp. PCC 6803 [10], indicating that *rpoZ* is not an essential gene. Studies in *E. coli* have revealed that the ω subunit acts as a molecular chaperone for the β′ subunit [11], suggesting that the ω subunit has a similar role as the essential eukaryotic RPB6 subunit of RNAP [12]. We have recently shown that in the ΔrpoZ strain of *Synechocystis*, recruitment of the primary σ factor, SigA, by the RNAP core occurs less frequently than in the control strain, and as a consequence, many highly expressed genes are down-regulated in ΔrpoZ [10].

The optimum temperature for *Synechocystis* is 30–32°C but cells grow for a few days even at 43°C [13]–[15]. Pretreatment of *Synechocystis* cells in mild heat stress leads to acquired thermotolerance allowing survival in otherwise lethal temperatures up to 50°C [16]–[18]. Photosynthesis is a heat-sensitive process [19], and photosystem II (PSII) is the most vulnerable component, for which it takes hours to fully acclimate to an elevated temperature [20]. Transcriptomics and proteomics studies have revealed that heat treatment induces expression of many heat shock genes and numerous genes with unknown functions [20], [21].

Previous studies have shown that group 2 σ factors play roles in acclimation to elevated temperatures. The group 2 σ factor gene *sigB* is rapidly up-regulated upon a heat shock [22], [23] and the SigB factor, in turn, up-regulates especially the expression of the small heat shock protein HspA [14] and some other heat shock proteins [24]. Although SigC does not regulate heat shock genes, it is essential for heat acclimation processes as it is important for sustained functional photosynthesis in elevated temperatures [15], [25]. Upstream of the σ factors in the signaling cascades are histidine kinases (Hiks). For heat stress, Hik34 has been recognized as an important regulator, negatively controlling the expression of some heat shock genes like the *htpG* gene and the *groESL1* operon [26]. Furthermore the CIRCE/HrcA system has been shown to regulate the expression of some heat shock genes including the *groESL1* operon and the *groEL2* gene [27].

In the present study, the ω subunit of the RNAP core was found to be essential for the survival of cells even under mild heat stress. The results show that mild heat treatment at 40°C induces decrease of the RNAP content in the control strain but not in the ΔrpoZ strain. Furthermore, twice as many genes responded to heat treatment in ΔrpoZ than in the control strain (CS), and 80% of the heat-responsive genes were unique to ΔrpoZ. Mild heat stress induced reduction of light-saturated photosynthetic activity in both strains but this reduction was more prominent in ΔrpoZ than in CS. According to our results, many aspects of heat acclimation occurred differently in ΔrpoZ than in CS, and a combination of inappropriate responses in several cellular functions, rather than a deficiency in the expression of a single gene or operon, was the reason for the heat lethal phenotype of ΔrpoZ.

## Results and Discussion

### The ΔrpoZ strain has difficulties in acclimation to elevated temperature

In our standard growth conditions, continuous light at the photosynthetic photon flux density (PPFD) of 40 µmol m^−2^ s^−1^, and 32°C, the ΔrpoZ strain grows like CS [10]. At 40°C, CS grows essentially like it grows at 32°C (Fig. 1A), the doubling times during the first day being 11.6±0.2 h (Fig. 1) and 11.4±0.3 h [10] at 40°C and 32°C, respectively. The ΔrpoZ strain grew more slowly than CS during the first day at 40°C (Fig. 1A), with a doubling time of 18.5±2.0 h. A survival test indicated that the ΔrpoZ strain contained only 3.5×10^2^±0.4×10^2^ colony forming units (CFUs) after 24-h growth at 40°C while CS contained almost a hundred thousand times more CFUs, 3.4×10^7^±0.1×10^7^. Transfer of cells back to the standard conditions did not rescue ΔrpoZ cells after two days of incubation at 40°C, but cells died. The initial growth of ΔrpoZ was slow at 38°C, with the doubling times for the first day of 12.1±0.3 h and 15.2±0.8 h for CS and ΔrpoZ, respectively (Fig. 1B). At 38°C, however, the ΔrpoZ cells were able to acclimate, and similar doubling times, 25.4±0.5 h for CS and 25.2±1.6 h for ΔrpoZ, were measured after the second day (Fig. 1B). The ΔrpoZ+rpoZ strain, in which the *rpoZ* gene has been re-introduced to the genome under the strong *psbA2* promoter [10], grew similarly as CS at 40°C (Fig. 1A). This indicates that the heat-sensitive phenotype of ΔrpoZ is due to the lack of the ω subunit.

**Figure 1:**
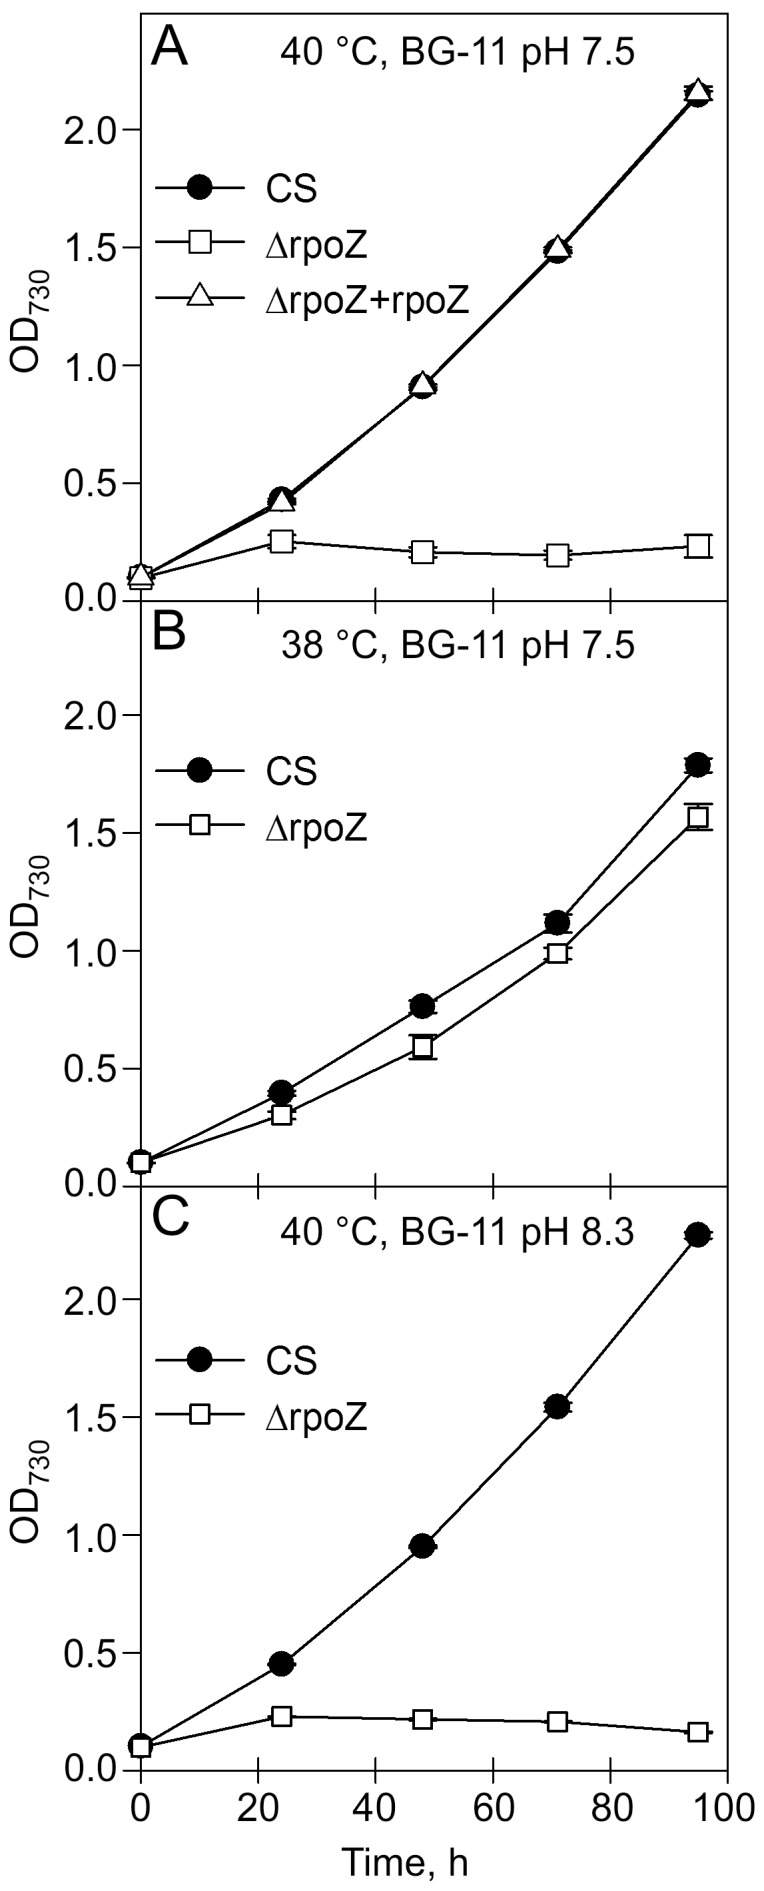
Growth of the control strain (CS; black circles), the ΔrpoZ strain (white squares), and a complementation strain ΔrpoZ+rpoZ (white triangles) in mild heat stress. Cells were grown at 40°C under continuous illumination of 40 µmol photons m^−2^ s^−1^ in BG-11 medium buffered with 20 mM Hepes, pH 7.5 (A), at 38°C, pH 7.5 (B) or at 40°C, pH 8.3 (C). At least three independent biological replicates were measured, and the error bars, shown if larger than the symbol, denote standard error of the mean (SEM).

A DNA microarray analysis in standard conditions revealed that many genes involved in carbon concentrating mechanisms (CCM) and carbon fixation are down-regulated in the ΔrpoZ strain compared to CS [10]. Because temperature rise decreases the availability of inorganic carbon (the equilibrium concentration of dissolved CO_2_ at 40°C is only 82% of that at 32°C), we tested if growth can be rescued by improving the availability of soluble inorganic carbon by increasing the pH of the growth medium to 8.3. Alkaline conditions have been previously shown to rescue many mutants with deficiencies in carbon metabolism. The growth of the heat-sensitive σ factor mutant ΔsigC can be rescued by improving the availability of soluble inorganic carbon at 43°C by rising the pH of the growth medium from 7.5 to 8.3 [15], [25]. Furthermore, *Synechocystis* strains ΔNdhB, lacking a functional NAD(P)H dehydrogenase complex, and ΔNdhD3/NdhD4, with an inactivated CO_2_ uptake system, are able to grow at pH 8.3, but not at pH 7.5 [28], and even a mutant deficient of the main carboxysome operon can be grown in alkaline conditions [29]. In contrast to mutants with deficiencies in carbon concentrating mechanisms, the growth of ΔrpoZ cells at 40°C was not rescued at pH 8.3 (Fig. 1C), indicating that the heat-lethal phenotype of ΔrpoZ is probably not only caused by deficiencies in CCM. The growth rates of CS and ΔrpoZ were 10.6±0.2 h and 11.2±0.3 h, respectively, when cells were grown in BG-11 medium without added bicarbonate in standard conditions, confirming that ΔrpoZ cells are able to cope with low carbon conditions. Furthermore, the similarity of the growth rates in the presence and absence of added bicarbonate suggest that the bicarbonate addition to BG-11 has a negligible effect on the inorganic carbon content of the medium in growth experiments performed under ambient air.

Since ΔrpoZ survived only for a limited time at 40°C, all subsequent experiments were done by growing cells first in standard conditions to OD_730_∼1, and then transferring the cells to 40°C for 24 h. The 24-h heat treatment was selected because drastic difference between growth of mutant and CS was obvious after the first 24-h (Fig. 1A). Both strains grew during the 24-h treatment at 40°C (OD_730_ increased from 1.0 to 1.5 in CS and to 1.4 in ΔrpoZ, respectively), suggesting that dense ΔrpoZ cultures might tolerate high temperature better than dilute cultures.

### Comparison of gene expression of the control and ΔrpoZ strains at 40°C

To get a more comprehensive picture on why ΔrpoZ is not able to acclimate to mild heat stress, gene expression changes were studied by DNA microarray analysis. 

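Expression was measured with a custom oligonucleotide array of 15744 spots, of which 536 were control spots and the others carried 8091 probes for genes. Treatment at 40°C for 24 h was covered by 3 arrays of CS and 3 arrays of ΔrpoZ, and same-numbered arrays of the strains shared a slide and a scan. For these 6 arrays the authors deposited the output of the scanner, with a background-corrected intensity for each spot, and a table of normalized log2 values per gene. The median background-corrected intensity was 978, 784 and 479 on replicates 1, 2 and 3 of CS and 1104, 651 and 588 on those of ΔrpoZ. Between 95.2 and 98.9% of the spots of an array were well above background by the call of the scanner, and no array held a saturated spot. The scanner marked 8 to 69 spots per array as outliers. From these files, log2 intensities without control spots and outlier spots were quantile normalized across the 6 arrays and averaged over the spots of a probe and then over the probes of a gene, which gave values for 3263 genes. They served for the comparison of ΔrpoZ with CS at 40°C. The log2 intensities before this normalization, averaged over all spots of an entry, were set against the authors' normalized values of the same array. Across entries, which are not independent replicates, Pearson's r was between 0.999 and 1.00. After normalization, the differences between the strains at 40°C correlated with those from the authors' values at 0.995 across genes. The number of arrays limits the precision of every value.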

For DNA microarray analysis, CS and ΔrpoZ were grown in standard conditions and then treated at 40°C for 24 h before RNA was isolated. In addition, the results from standard growth conditions [10] were used as controls. 

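The standard conditions at 32°C were covered by 4 arrays of CS and 3 arrays of ΔrpoZ. Their values were taken from the authors' deposited table of normalized log2 values, which holds all 13 arrays, and their scanner files were not used here. Each temperature was measured in 1 experiment, so a change upon heat and a difference between the experiments cannot be told apart. The table had 3321 entries, of which 58 were controls and 3263 were genes. The median SD of a gene was 0.20 in CS and 0.22 in ΔrpoZ in standard conditions, and 0.25 in CS and 0.15 in ΔrpoZ at 40°C. The lowest correlation between arrays of a group, across genes, was 0.933 among the CS arrays at 40°C and 0.984 among the ΔrpoZ arrays at 40°C. Each pair of groups was fitted with limma without the other groups. A gene was counted as up-regulated or down-regulated at a Benjamini-Hochberg adjusted p below 0.05 together with a log2 fold change of at least 1 or at most -1.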

All microarray data are available in GEO (accessions GSE59451). 

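Between standard conditions and 40°C, limma called 132 of 3263 genes in CS, 53 of them up-regulated and 79 down-regulated. The unadjusted test described in the methods gave 71 and 91 genes at the same fold threshold, and limma without a fold threshold gave the largest counts, 147 and 199. With single arrays left out, the up-regulated genes numbered 24 without CS standard replicate 3 and 27 without CS standard replicate 2, and at most 77 without CS 40°C replicate 1. The down-regulated genes numbered 42 and 47 without CS standard replicates 3 and 2, 52 without CS 40°C replicate 2, and at most 93 without CS standard replicate 4.

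Among genes whose arrays did not overlap between the groups, the largest rises were those of sll0783, sll1158 and urtB (slr1200). The log2 level of sll0783 rose from 4.43 ± 0.49 (SD, n = 4) to 8.27 ± 2.51 (SD, n = 3), a log2 fold change of 3.84 with an adjusted p of 0.0448 from limma. The level in standard conditions is low and was not tested against the background of those arrays, so the rise can be larger than measured. This call held without CS 40°C replicate 1 or 3 and was lost without any other array, with an adjusted p of up to 0.122. The level of sll1158 rose from 8.35 ± 0.22 (SD, n = 4) to 11.76 ± 0.03 (SD, n = 3), by 3.42 (adjusted p = 2.79e-05, limma). The largest falls were those of mrpC (slr2006) and ndhD5 (slr2007), with log2 fold changes of -3.63 (adjusted p = 0.00339, limma) and -3.32 (adjusted p = 0.0043, limma), followed by ccmR (sll1594).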

In the control strain, 71 genes were at least two-fold up-regulated upon heat treatment and 91 genes were down-regulated to one half or less (Fig. 2A). Complete lists of up-regulated (Table S1) and down-regulated (Table S2) genes in CS are included as supplemental material. 

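The same comparison within ΔrpoZ, with 3 arrays at each temperature, gave 406 genes, 205 with higher and 201 with lower expression at 40°C. Without a fold threshold the counts were 542 and 521. Leaving out single arrays changed the total to between 376 and 423 genes. The level of sll1158 rose from 5.69 ± 0.34 (SD, n = 3) to 13.59 ± 0.17 (SD, n = 3), a log2 fold change of 7.90 (adjusted p = 1.32e-07, limma). Next came sll1159, whose log2 fold change was 6.08 (adjusted p = 1.06e-06, limma), and ssl2814, whose log2 fold change was 4.86 (adjusted p = 1.06e-06, limma). The largest falls were in gifA (ssl1911) and gifB (sll1515). The level of gifA went from 15.74 ± 0.12 (SD, n = 3) to 9.45 ± 0.33 (SD, n = 3), a log2 fold change of -6.29 (adjusted p = 3.11e-07, limma). For gifB the log2 fold change was -5.02, and for ssr1038 it was -4.72. These 6 genes were the largest changes among genes whose arrays did not overlap between the groups.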

In ΔrpoZ, the heat treatment induced up-regulation of 200 genes (Fig. 2A, Table S3) and down-regulation of 194 genes (Fig. 2A, Table S4). Thus, 2.4 times more genes responded to mild heat treatment in the mutant strain than in CS (Fig. 2A).

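By limma, 3.08 times as many genes were called in ΔrpoZ as in CS. With single arrays left out, the ratio lay between 2.45, without CS standard replicate 4, and 6.15, without CS standard replicate 3, and it was 5.49 without CS standard replicate 2. Genes that passed the fold threshold, whatever their p, were 1.84 times as many in ΔrpoZ as in CS, and this ratio lay between 1.44 and 2.63 with single arrays left out. The difference between the heat responses of the strains was tested as such, with an interaction term over all 4 groups. It was called for 376 genes, with the change in ΔrpoZ above that in CS for 184 genes and below it for 192.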

**Figure 2:**
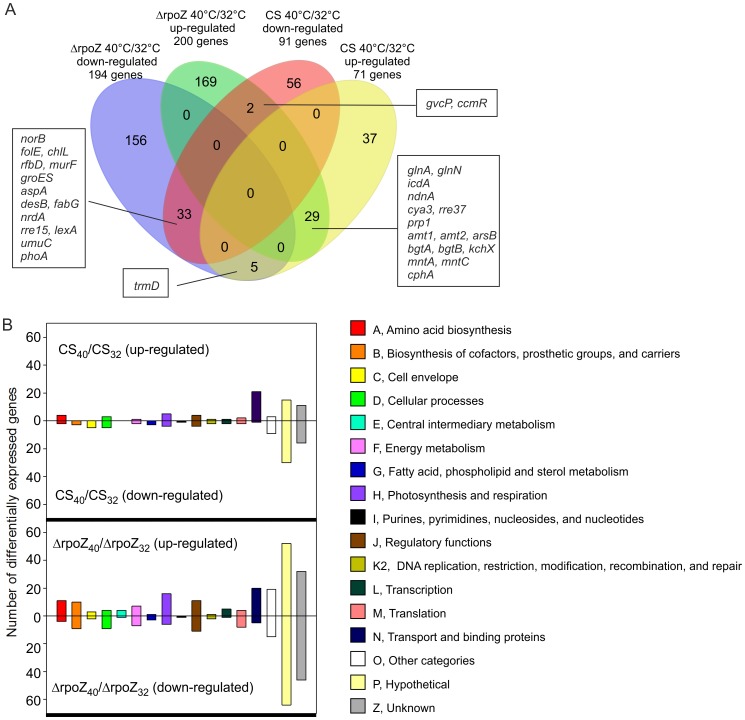
Genes responding to mild heat stress in the control (CS) or ΔrpoZ strains. (A) The Venn diagram shows genes down-regulated or up-regulated in ΔrpoZ or CS upon 24-h treatment at 40°C. The gene was considered as differently regulated if log_2_ of the fold change was ≤−1 or ≥1 and the P value was <0.05. The numbers inside the sectors indicate the numbers of overlapping and unique genes in different pairwise comparisons. Genes with known function that are down-regulated or up-regulated in both strains upon heat treatment are indicated, and also genes showing opposite response to heat treatment in the studied strains are included if their function is known. (B) Distribution of mild heat stress responsive genes to functional categories according to Cyanobase.

The differentially expressed genes were assigned to functional categories according to Cyanobase (Fig. 2B), and a heat map was constructed to further facilitate comparison between strains (Fig. 3). The heat map includes genes that were up or down regulated upon mild heat stress in ΔrpoZ, in CS or both, and in addition transcript levels of these heat-responsive genes were compared in ΔrpoZ and CS in standard growth conditions. All results included in Fig. 3 are collected in Table S5.

**Figure 3:**
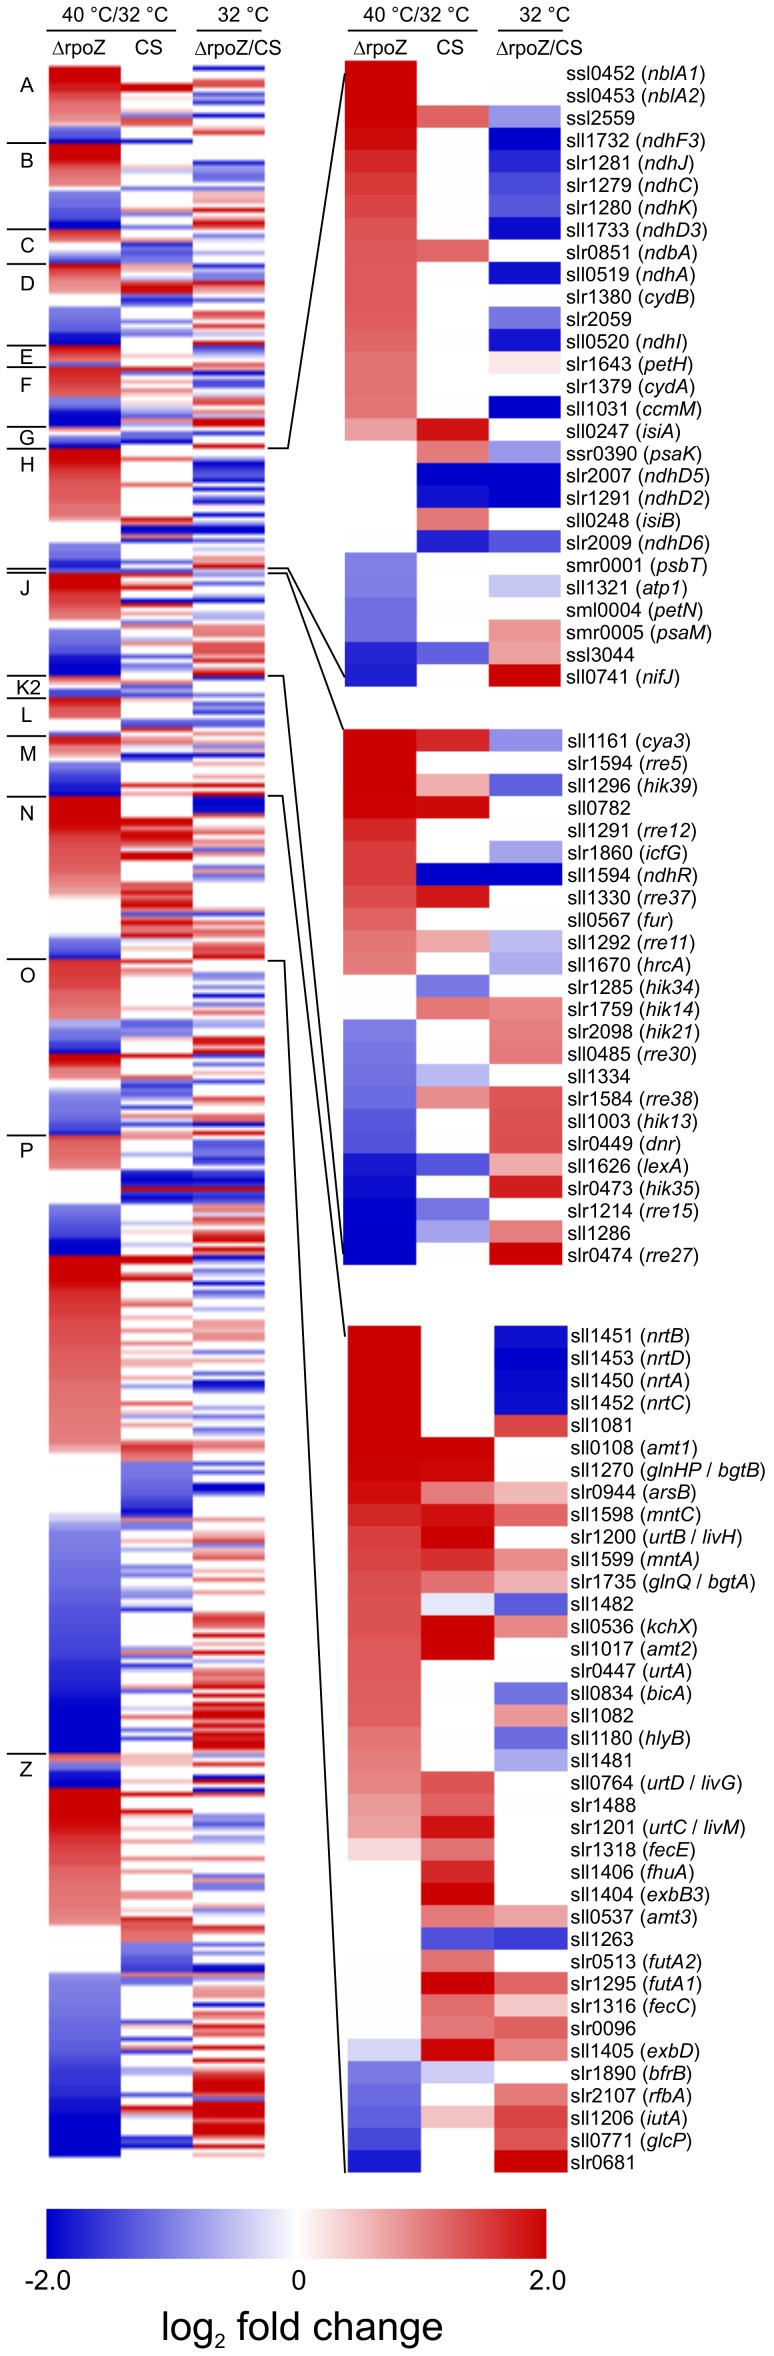
Comparison of heat stress responsive genes in CS and ΔrpoZ. The left panel shows genes whose expression was at least two-fold up-regulated or down-regulated either in the control or ΔrpoZ strains or both upon heat treatment when the gene expression was compared to the expression of the same strain under standard growth conditions, and in addition gene expression of ΔrpoZ and CS were compared in standard growth conditions. The heat maps show log_2_ fold change values (P<0.05) on the scale from −2 (blue) to 2 (red); values bigger than 2 are also shown in red and values smaller than −2 are blue. If the P value was ≥0.05, the fold change was given the value 0. Genes were arranged to categories according to Cyanobase, letters on the left indicating the same categories as in Fig. 2B. On the right, magnification of differently regulated genes in photosynthesis (top), regulatory functions (middle), and transport and binding proteins (bottom) is shown.

Only 33 genes were down-regulated upon mild heat-treatment in both strains (Fig. 2A, Table S6). 

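By the calls of limma, 26 genes were down-regulated in both strains, 51 in CS and not called in ΔrpoZ, and 170 in ΔrpoZ and not called in CS. Another 2 in CS and 5 in ΔrpoZ were called up-regulated in the other strain. Without CS standard replicate 3 the number in both strains was 12, without CS 40°C replicate 2 it was 14 and without CS standard replicate 2 it was 17. It was at most 29 with single arrays left out. Among the named genes of this group, norB (sll0450) had log2 fold changes of -2.39 in CS (adjusted p = 0.00126, limma) and -3.10 in ΔrpoZ (adjusted p = 5.39e-06, limma). Others, phoA (sll0222), lexA (sll1626), chlL (slr0749), rfbD (slr1072), nrdA (slr1164), rre15 (slr1214), aspA (slr1705) and groES (slr2075), had log2 fold changes between -1.40 and -1.04 in CS and between -2.84 and -1.05 in ΔrpoZ. The log2 fold changes of desB (sll1441) were -2.40 in CS and -1.34 in ΔrpoZ, and those of ssr2194 were -1.92 and -3.77.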

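Of the 26 genes with lower expression at 40°C in both strains, 13 were in the hypothetical or unknown categories of Table S5, which is 50.0%. Of the 21 genes with higher expression in both, 6 were in these categories, or 28.6%. The number with higher expression in both strains was 7 without CS standard replicate 2 or 3, 10 without CS 40°C replicate 2, 13 without CS standard replicate 1 and 35 without CS 40°C replicate 1.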

Nearly 40% of them encode hypothetical or unknown proteins (Fig. 2B, Table S6); genes with an assigned name are included in Fig. 2A. 

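The level of desB (sll1441) in CS was 9.43 ± 0.63 (SD, n = 4) in standard conditions and 7.03 ± 0.31 (SD, n = 3) at 40°C, a log2 fold change of -2.40 (adjusted p = 0.00554, limma). In ΔrpoZ it was 9.28 ± 0.57 (SD, n = 3) in standard conditions and 7.95 ± 0.41 (SD, n = 3) at 40°C, a log2 fold change of -1.34 (adjusted p = 0.0107, limma). Both falls exceeded the spread between arrays, and the difference between them was 1.06 with an adjusted p of 0.149 for the interaction, which did not pass.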

For the genes with known function, the decrease in the expression of the *desB* gene, encoding an acyl-lipid desaturase, is most probably an acclimation response compensating for temperature-induced increase in membrane fluidity. Up-regulation of the *desB* gene in low temperatures and adjustment of lipid saturation are well known responses to low and high temperature [30], [31]. The heat shock genes have been shown to be rapidly but only transiently up-regulated upon heat shock [21]. Up-regulation of heat shock genes typically occurs within minutes and transcripts disappear during the first hours of heat treatment. Accordingly, none of the heat shock genes was up-regulated after a 24-h treatment at 40°C. The *hspA* gene was up-regulated in ΔrpoZ in standard conditions [10] but this difference between the strains disappeared after the mild heat treatment. 

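Of the 6 heat shock genes that the paper's tables pair with an ORF, 0 were called up-regulated in CS and 1 in ΔrpoZ by limma. The latter was dnaJ (sll1666), with a log2 fold change of 1.51 in ΔrpoZ (adjusted p = 0.000535) and 0.53 in CS (adjusted p = 0.0493). At an unadjusted p, 1 of the 6 genes, hspA (sll1514), was called up-regulated in CS, by limma as well as by the t-test of the methods. The log2 fold change of hspA upon heat was 1.45 in CS (adjusted p = 0.0629), and 0.82 without CS 40°C replicate 3. In ΔrpoZ it was 0.91 (adjusted p = 0.0124), and the interaction, of -0.54, had an adjusted p of 0.507. In standard conditions hspA was higher in ΔrpoZ than in CS by 1.92 (adjusted p = 9.83e-06). At 40°C the difference from CS was 1.31 with an adjusted p of 0.121, and 1.91 with an adjusted p of 0.000866 without CS replicate 3. Over its other limma settings with adjustment at 40°C, hspA was called in 2 of 10, with adjusted p between 0.0245 and 0.226.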

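For groES (slr2075), the log2 fold change upon heat was -1.08 in CS (adjusted p = 0.029, limma) and -1.86 in ΔrpoZ (adjusted p = 6.36e-05, limma). The call in CS was lost with any 1 of 5 arrays left out, CS standard replicates 1, 2 and 3 and CS 40°C replicates 1 and 2, where the adjusted p reached 0.0945. For htpG (sll0430), the log2 fold change was -1.73 in CS (adjusted p = 0.014, limma), and the call was lost without CS standard replicate 3 or CS 40°C replicate 2, with an adjusted p of up to 0.061. In ΔrpoZ it was -0.81 (adjusted p = 0.0385, limma), below the fold threshold, and it passed without ΔrpoZ standard replicate 3, at -1.11. For dnaJ (sll1384), the log2 fold change was -0.77 in CS (adjusted p = 0.0125, limma) and -1.26 in ΔrpoZ (adjusted p = 0.00151, limma). None of the 3 genes had an interaction past its threshold, with adjusted p of 0.0893 for groES, 0.149 for htpG and 0.143 for dnaJ. The neighbouring groEL1 (slr2076) fell by 1.87 on the log2 scale in ΔrpoZ (adjusted p = 4.83e-05, limma) and by 0.73 in CS, where it was not called. Its interaction of -1.14 was called (adjusted p = 0.0323), a call that held in 4 of 13 fits with 1 array left out and had an adjusted p of up to 0.0779.

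The 6 heat shock genes as a list had a median log2 fold change of -0.75 in CS, where limma's camera test gave an adjusted p of 0.186 over 28 tests, and of -1.04 in ΔrpoZ, with the same adjusted p. Limma called 2 of them down-regulated in CS and 3 in ΔrpoZ over all genes, and adjusted over the list alone the counts were also 2 and 3, with 1 gene up-regulated in each strain. The list was drawn from the study's text on these arrays, so these counts are not independent evidence. In standard conditions the median difference between the strains was -0.31 and the mean -0.01, and the adjusted p was 0.792.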

The *groES* heat shock gene was down-regulated in both strains and in addition the *htpG* heat shock gene was down-regulated in CS (Table S2) and the *dnaJ* heat shock gene was down-regulated in ΔrpoZ (Table S4). In addition to heat shock proteins, some other proteins have been suggested to affect heat responses. The *clpB1* gene encoding a protease, and slr1674 (a hypothetical protein) have shown to affect rapid heat responses, whereas *hik34* (encoding a histidine kinase) and *hypA1* (encoding a hydrogenase formation protein) affect sustained thermotolerance of PSII, and *cpcC2* (encoding a phycobilisome rod linker polypeptide) is essential for both responses [32]. 

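At 40°C the level of hypA1 (slr1675) was 10.57 ± 0.65 (SD, n = 3) in CS and 12.24 ± 0.35 (SD, n = 3) in ΔrpoZ, a difference of 1.67 (adjusted p = 0.0256, limma). The call held under 10 of 10 other limma settings, and with 1 array left out it held without CS replicate 3 and was lost in the other 5 fits, with an adjusted p of up to 0.11. For slr1674 the levels were 12.47 ± 0.80 (SD, n = 3) and 13.78 ± 0.15 (SD, n = 3), a difference of 1.31 (adjusted p = 0.0597, limma) that was not called. It was called under 3 of 10 other limma settings, with adjusted p between 0.00677 and 0.153, and without CS replicate 3, where the difference was 1.77 (adjusted p = 0.000325). For hik34 (slr1285) the difference was 0.50 (adjusted p = 0.246, limma). The genes clpB1 and cpcC2 were not analysed here. As a list, hypA1, slr1674 and hik34 were not called by camera in the comparisons on which it was run. The adjusted p was 0.917 upon heat in CS and 0.147 upon heat in ΔrpoZ. It was 0.414 between the strains in standard conditions and 0.202 for the interaction. The list was not tested between the strains at 40°C.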

The *slr1674*, *hypA1* and *clpB1* genes were up-regulated in ΔrpoZ compared to CS at 40°C, whereas *cpcC2* was 1.5 fold down-regulated.

The vast majority of genes up-regulated upon a mild heat treatment in the control or ΔrpoZ strains belonged to functional categories hypothetical or unknown (Figs. 2B and 3, Table S6). 

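Of the 53 genes called up-regulated in CS, 20 were in the hypothetical or unknown categories of Table S5, or 37.7%. In ΔrpoZ it was 84 of the 205 genes, or 41.8% of the 201 that have a category there. Among the down-regulated genes, the share was 50.6% in CS and 56.3% in ΔrpoZ.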

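Among the genes with a category in Table S5, limma called 18 transport and binding genes up-regulated in CS and 20 in ΔrpoZ, 6 of them in both. The number in CS was 7 without CS standard replicate 3, 8 without CS standard replicate 2, 9 without CS 40°C replicate 2 and 10 without CS standard replicate 1. With the t-test of the methods it was 21 in CS and 20 in ΔrpoZ.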

The other large group of up-regulated genes was transport and binding proteins comprising 20 and 21 genes in CS and ΔrpoZ, respectively (Figs. 2B and 3). Many of them, including ammonium/methylammonium permeases, ABC-type basic amino acid and glutamine transporter, a permease protein for urea transporter and a manganese transporter (Table S6), were up-regulated in both strains. However, some transporters were up-regulated in one strain only, like nitrate/nitrite transporter genes, which were among the most highly up-regulated genes in ΔrpoZ, but were not up-regulated in CS. 

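The ammonium permease gene amt1 (sll0108) rose by 2.23 in CS (adjusted p = 0.0383, limma) and by 2.08 in ΔrpoZ (adjusted p = 9.19e-05, limma). For bgtB (sll1270) of the basic amino acid and glutamine transporter, the log2 fold changes were 1.95 (adjusted p = 0.0311, limma) and 1.98 (adjusted p = 0.00263, limma). The urea permease gene urtB (slr1200) went from 9.30 ± 0.94 (SD, n = 4) to 12.41 ± 0.77 (SD, n = 3) in CS (adjusted p = 0.0133, limma) and rose by 1.51 in ΔrpoZ (adjusted p = 0.000238, limma). The manganese transporter genes mntC (sll1598) and mntA (sll1599) rose by 1.88 and 1.63 in CS and by 1.70 and 1.47 in ΔrpoZ. The calls in CS rested on few arrays. That of urtB was lost without CS 40°C replicate 2 (adjusted p = 0.0575), and those of mntC and mntA without CS standard replicate 1, 2 or 3, with adjusted p of up to 0.0832 and 0.096. Those of amt1 and bgtB were lost without any of these 4 arrays, with adjusted p of up to 0.11 and 0.0951. By contrast, amt2 (sll1017), with 2.17 in CS, and bgtA (slr1735), with 1.13, had adjusted p of 0.0553 and 0.0629 and were called in CS by the unadjusted tests. Both were called in ΔrpoZ, with 1.30 and 1.39. None of these 7 genes had an interaction past its threshold.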

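The 6 genes of nitrate transport and assimilation, nrtA, nrtB, nrtC, nrtD (sll1450 to sll1453), narB (sll1454) and nirA (slr0898), were all called up-regulated in ΔrpoZ by limma. Their median log2 fold change there was 4.34. In CS the median was 1.48, and 0 of the 6 genes were called. At an unadjusted p limma called 1 of them, nirA, in CS, as did the fit over all 4 groups, and the unadjusted test of the methods called 0. The level of nrtA went from 9.29 ± 0.09 (SD, n = 3) to 13.66 ± 0.18 (SD, n = 3) in ΔrpoZ, a log2 fold change of 4.37 (adjusted p = 6.74e-07, limma). In CS it went from 11.22 ± 1.08 (SD, n = 4) to 12.79 ± 2.02 (SD, n = 3), a log2 fold change of 1.57 (adjusted p = 0.284, limma). The spread in CS at 40°C was thus larger than the rise. The difference between the strains was called for narB, with an interaction of 3.42 (adjusted p = 0.0136, limma), and had an adjusted p between 0.0526 and 0.191 for the other 5 genes. Without CS 40°C replicate 3 the median rise in CS was 0.33 and the interaction was called for all 6 genes. Without replicate 1 or 2 the median rise was 2.42 or 1.71, and the interaction was called for 1 gene.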

Some other differences in central nitrogen metabolism genes were detected in addition. The *nblA1* and *nblA2* genes encoding phycobilisome degradation proteins [33], [34] were up-regulated only in ΔrpoZ while *glnB*, encoding the nitrogen metabolism regulator protein PII [35], was up-regulated only in CS. 

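The level of nblA1 (ssl0452) rose by 2.40 on the log2 scale in CS (adjusted p = 0.0952, limma) and by 2.54 in ΔrpoZ (adjusted p = 1.71e-05, limma). The SD between the arrays at 40°C was 2.11 in CS and 0.08 in ΔrpoZ (n = 3 each). For nblA2 (ssl0453) the log2 fold changes were 1.81 in CS (adjusted p = 0.148, limma) and 2.38 in ΔrpoZ (adjusted p = 2.25e-05, limma). The difference between the strains was not called, with an interaction of 0.14 (adjusted p = 0.935) for nblA1 and of 0.57 (adjusted p = 0.687) for nblA2. Without CS 40°C replicate 3 both interactions were called, at 1.34 (adjusted p = 0.0139) and 1.68 (adjusted p = 0.00111), and so was the rise of nblA1 in CS, at 1.20 (adjusted p = 0.0286). For glnB (ssl0707) the log2 fold changes were 1.42 in CS (adjusted p = 0.0518, limma) and 0.90 in ΔrpoZ (adjusted p = 0.00744, limma), neither of which was called, and the interaction was -0.52 (adjusted p = 0.472). The rise of glnB in CS was called at an unadjusted p by limma and by the methods' test, and with CS 40°C replicate 1 left out, where its adjusted p was 0.0354. Its rise in ΔrpoZ passed the fold threshold without ΔrpoZ standard replicate 3, at 1.03.

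**Figure D1:**
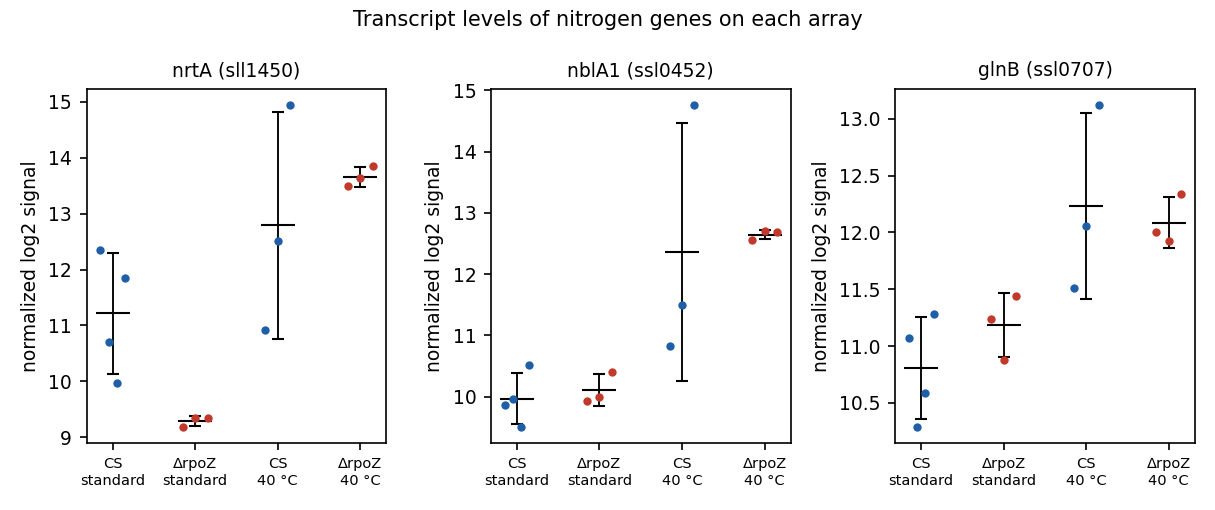
Normalized log2 levels of nrtA (sll1450), nblA1 (ssl0452) and glnB (ssl0707) on each array in the 4 groups, with CS in blue and ΔrpoZ in red. Points stand in replicate order from left to right and bars give the mean and SD. The SD of nrtA is 2.02 in CS at 40°C and 0.18 in ΔrpoZ at 40°C.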

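The regulator gene rre37 (sll1330) had a log2 fold change of 1.83 in CS (adjusted p = 0.0377, limma) and of 1.40 in ΔrpoZ (adjusted p = 0.00364, limma). Its call in CS was lost without CS standard replicate 2 or 3 or CS 40°C replicate 2, with an adjusted p of up to 0.109. The glycogen phosphorylase gene glgP2 (slr1367) rose from 10.92 ± 0.47 (SD, n = 3) to 12.60 ± 0.05 (SD, n = 3) in ΔrpoZ, by 1.68 (adjusted p = 0.000793, limma). In CS it was 11.90 ± 0.07 (SD, n = 4) before and 11.90 ± 0.56 (SD, n = 3) after the treatment. The debranching enzyme gene glgX (slr1857) rose by 2.32 in ΔrpoZ (adjusted p = 5.36e-05, limma) and by 0.17 in CS (adjusted p = 0.531, limma). The difference between the strains was called for both, with an interaction of 1.69 (adjusted p = 0.00572) for glgP2 and of 2.15 (adjusted p = 0.00023) for glgX.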

Interestingly, Rre37, controlling some sugar catabolism genes in parallel with SigE mainly during nitrogen starvation [36], was up-regulated upon heat stress in both strains, but up-regulation of its target genes *glgP* and *glgX* was only detected in ΔrpoZ. Differential regulation of several genes involved in nitrogen metabolism may suggest that acclimation of nitrogen metabolism to elevated temperature fails to occur normally in ΔrpoZ.

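The genes of nitrogen metabolism were also tested as lists with camera, which presets the correlation between genes at 0.01. The 28 tests over 7 lists and 4 contrasts were adjusted together. For nitrate transport and assimilation, the adjusted p was 0.0887 upon heat in CS, 2.70e-08 upon heat in ΔrpoZ and 0.0102 for the interaction. In standard conditions these genes were lower in ΔrpoZ, by a median of -1.91 (adjusted p = 0.00714). Adjusted over the list alone, the interaction was called for 5 of the 6 genes, against 1 over all genes. The list of 18 other nitrogen genes also holds glgP2 and glgX, which the paper names as sugar catabolism targets of Rre37. These 18 genes had a median log2 fold change of 1.82 in CS (adjusted p = 3.98e-08) and of 1.58 in ΔrpoZ (adjusted p = 3.68e-11). Limma called 8 of them up-regulated in CS over all genes and 16 adjusted over the list alone, and 14 in ΔrpoZ either way. Their median interaction was -0.23 (adjusted p = 0.787), and the 2 genes with a called interaction were glgP2 and glgX. Both lists were chosen by the study on these arrays, so neither the counts adjusted over the list alone nor the camera p values are independent evidence. Under fry, the calls of these 2 lists upon heat and in standard conditions held, and that of the nitrate interaction did not, with an adjusted p of 0.0615. With the correlation estimated from the arrays, the call of the 18 genes in ΔrpoZ was the only one of these to hold, with an adjusted p of 0.0429. The paper proposes from the differences in several of these genes that acclimation of nitrogen metabolism to elevated temperature does not proceed normally in ΔrpoZ.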

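By limma, 7 genes were called in both strains with opposite signs, and they were the 7 genes that Table S6 lists so. Leaving out single arrays gave 6 to 9 genes, apart from 13 without CS standard replicate 4. The interaction was called for all 7 genes, and the smallest difference between the strains was that of slr0146, -2.50 (adjusted p = 0.000178).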

Seven genes showed opposite expression change in ΔrpoZ and CS upon mild heat stress. 

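The tRNA methyltransferase gene trmD (sll1198) rose in CS from 8.89 ± 0.40 (SD, n = 4) to 10.61 ± 0.51 (SD, n = 3), by 1.73 (adjusted p = 0.0122, limma). In ΔrpoZ it fell from 12.50 ± 0.26 (SD, n = 3) to 10.71 ± 0.44 (SD, n = 3), a log2 fold change of -1.79 (adjusted p = 0.000764, limma). The hypothetical genes slr0144, slr0145, slr0146 and ssl2384 had log2 fold changes between 1.03 and 2.15 in CS and between -2.25 and -1.47 in ΔrpoZ. The call of slr0146 in CS was lost without CS standard replicate 2 or CS 40°C replicate 3, where it was 0.89.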

Five genes were down-regulated in ΔrpoZ and up-regulated in CS, but only one of these genes, *trmD* encoding tRNA (guanine-N1-)-methyltransferase, has an assigned function (Fig. 2A). On the other hand, two genes were up-regulated in ΔrpoZ and down-regulated CS; these genes were *gcvP* encoding glycine dehydrogenase and *ccmR*, which encodes a repressor protein regulating many genes involved in carbon concentrating mechanisms [37]. 

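The glycine dehydrogenase gene gcvP (slr0293) had a log2 fold change of -1.17 in CS (adjusted p = 0.00622, limma) and of 1.71 in ΔrpoZ (adjusted p = 0.000482, limma). For ccmR (sll1594) the log2 fold changes were -3.10 (adjusted p = 0.00126, limma) and 1.53 (adjusted p = 0.013, limma). The interactions were 2.89 (adjusted p = 4.22e-05) for gcvP and 4.64 (adjusted p = 0.000124) for ccmR. As a list chosen by the study on these arrays, the 7 genes with opposite responses gave camera an adjusted p of 0.0423 in CS, 0.0488 in ΔrpoZ, 0.0169 in standard conditions and 0.00637 for the interaction. In CS their median was 1.14 and in ΔrpoZ -1.79, while gcvP and ccmR lay on the other side in both. These 4 calls held under fry, and with an estimated correlation none did. All 7 were called in each of the 4 contrasts adjusted over the list alone, as over all genes. Neither these calls nor the camera p values of this list are independent evidence.

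**Figure D2:**
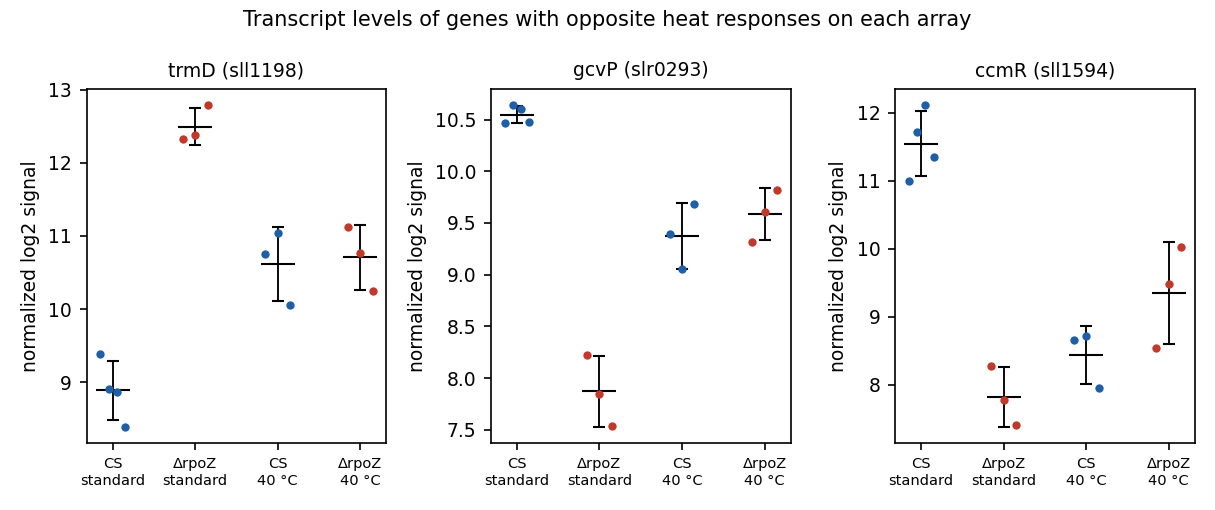
Normalized log2 levels of trmD (sll1198), gcvP (slr0293) and ccmR (sll1594) on each array in the 4 groups, with CS in blue and ΔrpoZ in red. Points stand in replicate order from left to right and bars give the mean and SD. In the values from the scanner files, which are not plotted, the strains differ at 40°C by 0.09 for trmD, 0.19 for gcvP and 0.91 for ccmR, and none of these differences is called.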

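In standard conditions ccmR (sll1594) was at 11.54 ± 0.48 (SD, n = 4) in CS and at 7.82 ± 0.44 (SD, n = 3) in ΔrpoZ, a difference of -3.73 (adjusted p = 1.49e-05, limma). At 40°C the difference was not called (adjusted p = 0.162, limma).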

In standard growth conditions, the *ccmR* gene is down-regulated simultaneously with the down-regulation of its target genes and operons [10] indicating complex regulation of carbon concentrating mechanisms in ΔrpoZ.

According to DNA microarray results, more than 80% that showed up or down regulation in ΔrpoZ did not respond similarly to a mild heat treatment in CS (Fig. 2A). 

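Of the 406 genes called upon heat in ΔrpoZ, 359 were not called in the same direction in CS, which is 88.4%. Over the other settings the share lay between 76.8%, for the fold threshold alone, and 96.4%, and with single arrays left out between 86.0 and 95.3%. Among the 359 genes, 230 changed with the same sign in CS and 48 changed the same way in CS by at least the fold threshold without being called. The difference between the strains itself, tested as an interaction, was called in the same direction for 185 of the 359 genes. Of the 132 genes called in CS, 78 were not called in ΔrpoZ in either direction.

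**Figure D3:**
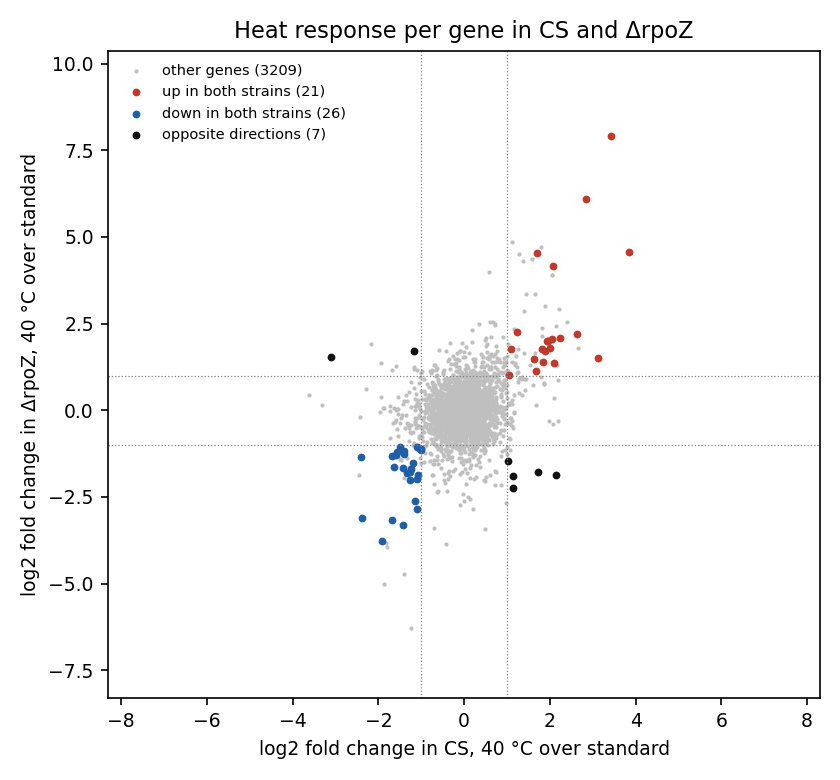
Log2 fold change of each of the 3263 genes upon heat in CS, on the horizontal axis, and in ΔrpoZ, on the vertical axis. Colours mark the 21 genes up-regulated in both strains, the 26 down-regulated in both, the 7 with opposite responses and the other genes, and dotted lines mark log2 fold changes of -1 and 1. The 7 lie where the log2 fold changes of the strains have opposite signs.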

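Among the 28 genes of photosynthesis and respiration in Table S5, limma called 2 up-regulated in CS and 16 in ΔrpoZ. The number in CS was 5 with the unadjusted t-test of the methods, 7 with the unadjusted p of limma or the fold threshold alone. It was 1 without CS standard replicate 1, 2 or 3, and at most 3 with any other array left out. Of the 16 genes, 4 had a fold change past the threshold in CS too. Their median log2 fold change was 0.00 in CS and 1.33 in ΔrpoZ. The interaction was called with the log2 fold change of ΔrpoZ above that of CS for 11 genes of the category, and below it for 3.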

Up-regulation of photosynthetic and respiratory genes was more common in ΔrpoZ than in CS (Figs. 2B and 3). Furthermore, many genes for biosynthesis of amino acids and cofactors, prosthetic groups and carriers were up-regulated upon heat stress in ΔrpoZ strain but only few in CS (Fig. 2B).

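For amino acid biosynthesis, limma called 1 gene up-regulated in CS and 11 in ΔrpoZ. The number in CS ranged over its other settings from 0 to 7, and it was 5 without CS 40°C replicate 1 and 0 without CS standard replicate 2 or 3 or CS 40°C replicate 2. For biosynthesis of cofactors, prosthetic groups and carriers, it called 0 genes in CS and 10 in ΔrpoZ. The t-test of the methods also called 0 in CS, limma called 2 at an unadjusted p, and 1 was called without CS standard replicate 4 or CS 40°C replicate 3. Genes with a called interaction and a log2 fold change in ΔrpoZ above that in CS numbered 5 in the first category and 4 in the second, and those with one below it 2 and 4.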

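In standard conditions, limma called 406 genes between ΔrpoZ and CS, 191 with higher and 215 with lower expression in ΔrpoZ. Without a fold threshold the counts were 638 and 597, and leaving out single arrays gave totals between 343 and 457. The largest rises were those of ssl2384, at 4.32 (adjusted p = 1.86e-06, limma), ppsA (slr0301), at 3.94 (adjusted p = 2.64e-05, limma), and slr0144, at 3.83 (adjusted p = 2.69e-06, limma). The largest falls were those of sll0218, with -4.75 (adjusted p = 5.43e-05, limma), and flv4 (sll0217), with -4.72 (adjusted p = 1.60e-05, limma). The level of flv4 was 13.10 ± 0.80 (SD, n = 4) in CS and 8.38 ± 0.11 (SD, n = 3) in ΔrpoZ.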

Although ΔrpoZ grew well in standard conditions, the DNA microarray analysis revealed that 187 genes were at least two-fold up-regulated and 212 genes down-regulated in ΔrpoZ cells compared to CS in standard growth conditions [10]. Our next question was whether the genes showing different response to mild-heat treatment in ΔrpoZ and CS were similarly or differently expressed in the standard conditions. 

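Of the 205 genes called up-regulated upon heat in ΔrpoZ, 63 were called lower in ΔrpoZ than in CS in standard conditions, against 13.5 if the calls were independent. Both comparisons share the ΔrpoZ arrays in standard conditions, so chance values of these arrays push the calls in opposite directions. When different ΔrpoZ standard arrays served the comparisons, so that a single array stood for the strain in one of them and was assumed to vary like the other group, 44 to 60 genes overlapped, with a median of 50. With single arrays left out the overlap was 50 to 77 genes. At 40°C, 60 of the 63 genes were not called between the strains, and 2 of the 63 were called up-regulated upon heat in CS.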

The heat map reveals that numerous genes up-regulated upon heat stress in ΔrpoZ were actually down-regulated in ΔrpoZ compared to CS in standard conditions (Fig. 3). For example, genes encoding NADH dehydrogenase subunits that were shown to be down-regulated in ΔrpoZ in standard conditions [10] were up-regulated in ΔrpoZ upon heat treatment but not in CS (Fig. 3). Furthermore, many genes that were down-regulated upon mild heat stress in ΔrpoZ were found to be up-regulated in ΔrpoZ compared to CS in standard conditions (Fig. 3). 

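The 7 NADH dehydrogenase genes of Fig. 3, ndhA (sll0519), ndhI (sll0520), ndhF3 (sll1732), ndhD3 (sll1733), ndhC (slr1279), ndhK (slr1280) and ndhJ (slr1281), were all called lower in ΔrpoZ in standard conditions. Their median difference was -1.85 (adjusted p = 2.13e-06, camera). Upon heat all 7 were called up-regulated in ΔrpoZ, with a median of 1.47 (adjusted p = 4.55e-05, camera). In CS the median was -0.63 (adjusted p = 0.147, camera) and 0 of the 7 genes were called, by limma with or without adjustment or by the unadjusted test of the methods. The level of ndhF3 in CS at 40°C was 12.92 ± 2.79 (SD, n = 3), a spread larger than its change of -2.16. Without CS 40°C replicate 3 the median of the 7 genes in CS was -0.095, and without replicate 1 or 2 it was -0.93 or -0.865. The interaction was called for 6 of the 7 genes over all genes and for 7 adjusted over the list alone, with a median of 1.99 (adjusted p = 0.000692, camera). The list comes from Fig. 3, which shows genes that the study found to respond to heat on these arrays. The calls upon heat in ΔrpoZ, the camera p values and the count adjusted over the list alone are thus not independent evidence. The calls of ndhF3 and ndhC held in 3 and 4 of 13 fits with 1 array left out, with adjusted p of up to 0.0864 and 0.0954, and those of ndhK and ndhJ were lost without ΔrpoZ standard replicate 3 or ΔrpoZ 40°C replicate 2, at an adjusted p of 0.0627. Of the 3 camera calls of this list, all held under fry and none with an estimated correlation.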

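Of the 201 genes called down-regulated upon heat in ΔrpoZ, 90 were called higher in ΔrpoZ than in CS in standard conditions, against 11.8 if the calls were independent. With different ΔrpoZ standard arrays for the comparisons the overlap was 73 to 82 genes. At 40°C, 85 of the 90 genes were not called between the strains. Across all genes, which are not independent replicates, the heat response of ΔrpoZ correlated with its difference from CS in standard conditions at -0.47. In 100 simulations, unchanged groups gave between -0.71 and -0.63 from the shared arrays alone, and with different arrays for each comparison the correlation was between -0.49 and -0.30.

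**Figure D4:**
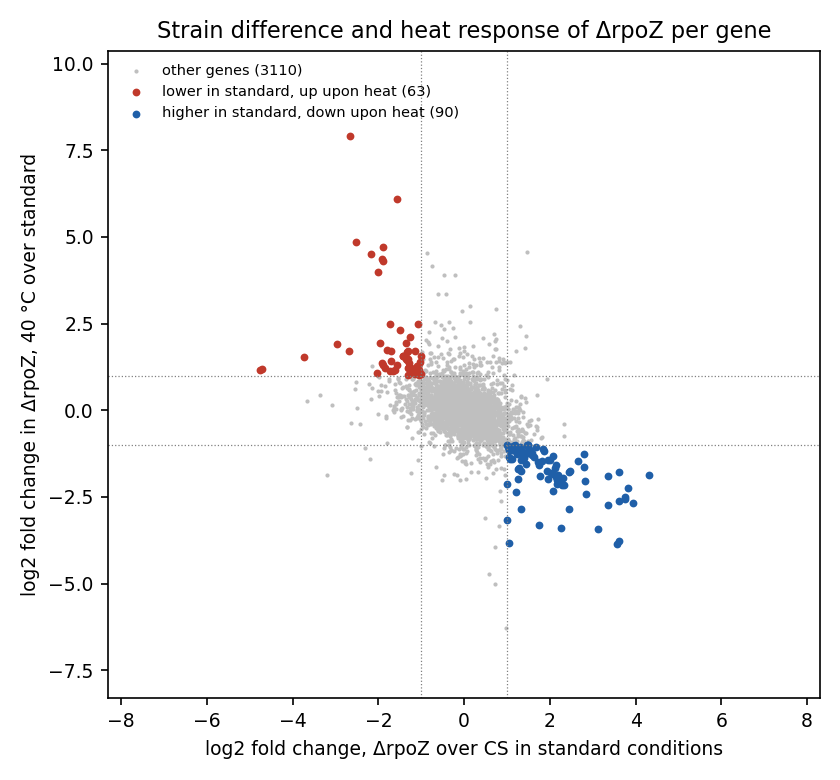
Log2 difference of ΔrpoZ from CS in standard conditions, on the horizontal axis, and log2 fold change of ΔrpoZ upon heat, on the vertical axis, for each of 3263 genes. Red points are the 63 genes lower in standard conditions and up-regulated upon heat, blue points the 90 genes higher in standard conditions and down-regulated upon heat, and the other genes are grey.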

In standard conditions we showed that recruitment of the primary σ factor SigA occurs less frequently in ΔrpoZ than in CS, which leads to down-regulation of many highly expressed genes in ΔrpoZ [10]. The physiological experiments using group 2 σ factor mutant strains have revealed that SigB and SigC factors are important for high temperature acclimation responses [14], [15], [25] and thus is tempting to speculate that the ω subunit not only affects the recruitment of SigA but also the recruitment of the other σ factors.

### RNA polymerase and total RNA contents decrease in mild heat stress more in CS than in ΔrpoZ

Next we analyzed the RNAP content of cells in mild heat stress. The cells were grown under standard conditions and then transferred to 40°C for 2, 6 or 24 h. Western blots showed a clear decrease of RNAP during the high temperature treatment in CS; after one day treatment, cells had lost 45% of the RNAP core subunits α and β (Fig. 4AB). On the contrary, the ΔrpoZ strain lost less than 10% of RNAP core subunits α and β (Fig. 4AB). In addition, the amount of the primary σ factor, SigA, decreased in heat stress; after 24-h heat treatment 45% and 17% of SigA was lost in CS and ΔrpoZ, respectively (Fig. 4C). The ω subunit decreased similarly in CS as the other RNAP core subunits (Fig. 4D). In accordance with decrease of RNAP in CS, the total RNA content of CS cells decreased from 1.2 µg/ml in cultures with OD_730_ = 1 [10] to 0.8 µg/ml after a 24-h treatment at 40°C (Fig. 4E). In the ΔrpoZ strain, the RNA content was similar as in CS in standard conditions [10]. The RNA content of ΔrpoZ decreased only 17% during the 24-h heat treatment (Fig. 4E) suggesting that the higher RNAP content of ΔrpoZ keeps transcription in ΔrpoZ more active than in CS in mild heat stress. However, the stability of transcripts is known to vary according to environmental cues [38] and we cannot rule out the possibility that the RNA contents of CS and ΔrpoZ are affected by RNA stability at high temperatures.

**Figure 4:**
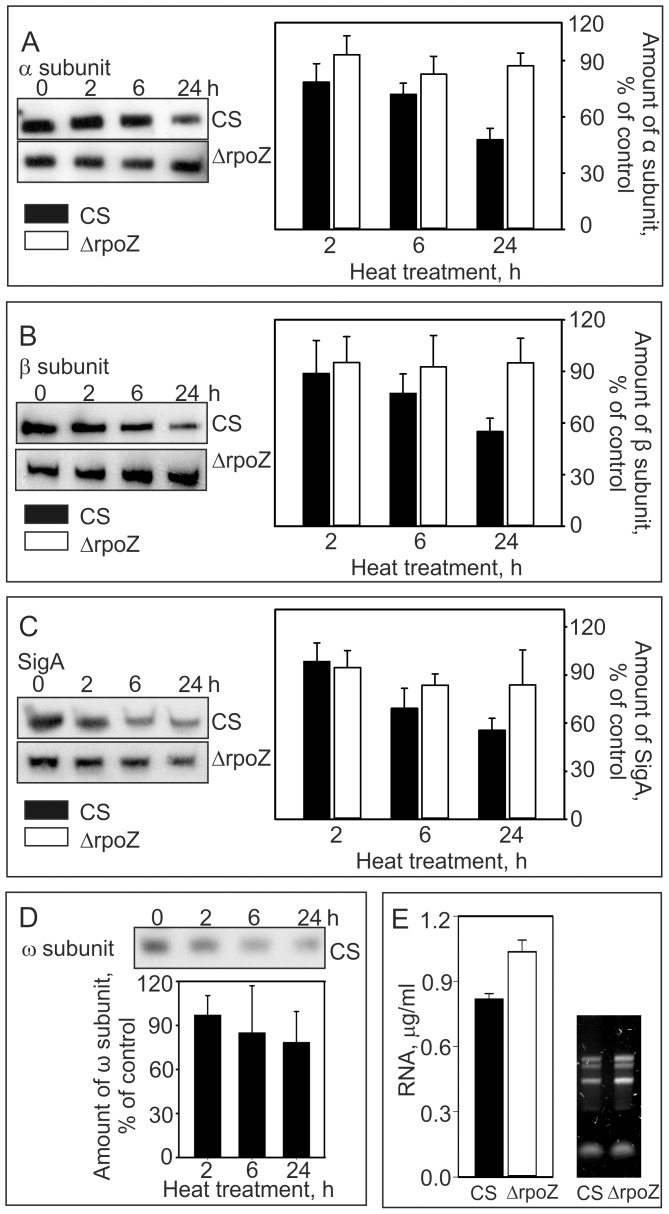
Contents of RNA polymerase and RNA in mild heat stress in the control and ΔrpoZ strains. Total proteins were isolated after 0, 2, 4 and 24 h treatments at 40°C, samples containing 50 µg of protein were separated with SDS-PAGE, and the amounts of the α (A), β (B), SigA (C) and ω (D) subunits of RNAP were determined by western blotting. (E) Total RNA content of cells after 24-h heat treatment. Total RNA content in 1-mL sample (OD_730_ = 1) of CS (black bars) and ΔrpoZ (white bars) cell cultures incubated for 24 h at 40°C. Each result represents the mean of three biological replicates and the error bars denote SEM. A 5-µl sample of isolated RNA was separated in 1.2% agarose gel and stained with ethidium bromide to visualize rRNA.

More than 90% of the total RNA in cells consists of rRNA, and analysis of total RNA by agarose gel electrophoresis revealed that the rRNA content of CS was lower than that of the ΔrpoZ strain (Fig. 4E). In *E.coli*, severe heat stress has shown to disturb ribosome assembly [39] and on the other hand, ribosomes form inactive 100S dimers when cells enter a non-growth mode in stationary phase [40], [41]. In our mild heat stress conditions, CS grew as well as in standard conditions, indicating that translation remained fully active although the rRNA content of the cells decreased. Increase in temperature speeds up enzyme reactions and a lower amount of ribosomes might provide fully active translation in a slightly elevated temperature. In the case of ΔrpoZ, further experiment are required to find out whether a high rRNA content directly affects ribosome content and whether all ribosomes are translationally active or not.

We used total RNA samples in DNA microarray analysis, and the decrease in the RNA content of the cells during mild heat stress might affect the DNA microarray results, as we do not know whether the mRNA/rRNA ratio remained similar in all samples. However, overall signal intensities in the DNA microarray raw data did not reveal any systematic differences between the treatments or the strains, suggesting that the mRNA/rRNA ratio was not drastically different between samples. 

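On the 6 arrays at 40°C, the median log2 signal of an array before normalization was 9.48 ± 0.53 (SD, n = 3) in CS and 9.55 ± 0.49 (SD, n = 3) in ΔrpoZ. The difference of 0.07 was smaller than the spread between arrays (two-sided exact permutation test, p = 0.9, where 3 arrays against 3 allow no p below 0.1). This test did not use the pairing of the strains by slide. On slides 1, 2 and 3 the median was 9.93, 9.61 and 8.90 in CS and 10.11, 9.35 and 9.20 in ΔrpoZ. The sign of the difference thus varied between slides. For the upper quartile of the signal the difference was 0.02 (exact permutation test, p = 1). The signals of the arrays in standard conditions were not analysed here.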

The method used for data normalization was found to be important when time series samples were analyzed [42]; in pairwise comparisons, performed in the present study, the quantile method is regularly used.

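The comparison of the strains at 40°C was repeated with other normalizations of the same 6 arrays. Quantile normalization of the spots gave 69 genes higher and 66 lower in ΔrpoZ, median centring 62 and 60, scaling to the 75th percentile 73 and 58, and the authors' normalized values 72 and 60. Centring each array of the authors' table on its median gave 55 and 76 genes upon heat in CS, and 204 and 202 in ΔrpoZ.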

### Photosynthetic capacity of ΔrpoZ decreased in mild heat stress

Photosynthesis is known to be a heat sensitive process. A 60-min heat treatment at 42°C was shown to reduce photosynthetic activity by 15% [43], and many parts of photosynthetic reactions, including carbon fixation by Rubisco and photosynthetic light reactions, especially the oxygen evolving complex of PSII, are known to be heat sensitive [44]. As many genes belonging to the category “photosynthesis and respiration”, showed differential response to heat in CS and ΔrpoZ (Figs. 2B and 3), we studied the acclimation of the photosynthetic machinery. To measure heat-induced changes, cells were grown in standard conditions and thereafter treated at 40°C for 24 h under constant illumination, PPFD 40 µmol m^−2^ s^−1^.

We detected the amounts of different photosynthetic complexes during the 24-h treatment at 40°C with western blotting. A clear decrease of PSII (measured using an antibody against the PSII core protein CP43) and 10 to 15% decrease of Rubisco (measured using an antibody against RbcL) occurred in both strains (Figs. 5A and 5B), while the PSI content (antibody against PSI reaction center protein PsaB) remained at the same level as in standard growth conditions (Fig. 5C). In CS, the phycobilisome antenna proteins phycocyanin and allophycocyanin remained constant during the 24-h heat treatment at 40°C (Figs. 5D and 5E). However, in ΔrpoZ the phycocyanin content of the cells decreased (Fig. 5D) although allophycocyanin (Fig. 5E) remained at the same level as in the control conditions. 

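In CS, replicate 3 at 40°C lay above both other arrays at 40°C for nblA1 (ssl0452) and nblA2 (ssl0453). The log2 levels of nblA1 on replicates 1, 2 and 3 were 10.82, 11.50 and 14.76 in CS and 12.56, 12.70 and 12.68 in ΔrpoZ, against 9.96 ± 0.42 (SD, n = 4) and 10.11 ± 0.26 (SD, n = 3) in standard conditions.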

Interestingly, heat treatment induced up-regulation of the *nblA1* and *nblA2* genes (encoding the phycobilisome degradation proteins NblA1 and NblA2, respectively) in ΔrpoZ but not in CS (Fig. 3). NblA1 and NblA2 proteins form a heterodimer [33] that acts as an adaptor guiding the Clp protease to phycobilisomes [45]. These findings suggest that up-regulation of NblA proteins in ΔrpoZ upon heat stress induces degradation of phycobilisome rods that consist of phycocyanin.

**Figure 5:**
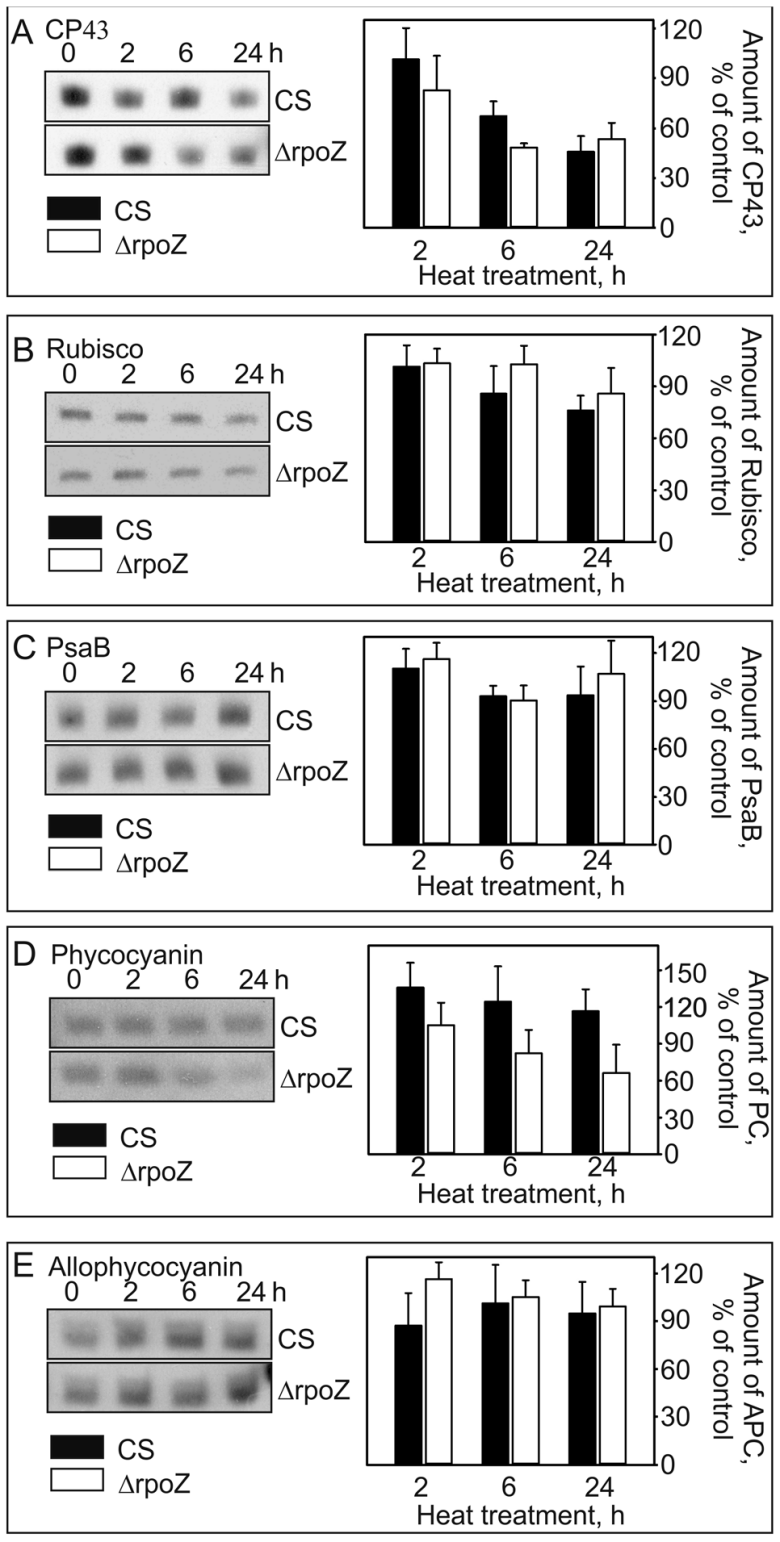
Changes in photosynthetic proteins during 24-h treatment at 40°C in CS and ΔrpoZ. Total proteins were isolated after 0, 2, 4 and 24 h treatments at 40°C, and solubilized proteins were separated with SDS-PAGE. The PSII core protein CP43 (A), the large RbcL subunit of Rubisco (B), PSI reaction center protein PsaB (C), and phycobilisome proteins phycocyanin (D) and allophycocyanin (E) were detected by western blotting with specific antibodies. Total proteins loaded were 5 µg in A and C, 10 µ in B and 1.6 µg in D and E. Each bar shows the mean of three biological replicates and the error bars denote SEM.

After the 24-h treatment at 40°C, the light-saturated photosynthetic activity of CS, measured by oxygen evolution, was 92% of that measured in standard conditions (Fig. 6). In standard conditions, light-saturated photosynthetic activity of ΔrpoZ was circa 20% lower than in CS (Fig. 6A) and it further decreased in mild heat stress being only 68% of that measured in CS after 24-h treatment at 40°C (Fig. 6). The light-saturated PSII activities of the cells grown in mild heat stress, measured using a quinone electron acceptor, were 2.02±0.08 and 1.38±0.16 µmol O_2_/OD_730_/h in the control and ΔrpoZ strains, respectively, indicating that PSII of the ΔrpoZ strain was vulnerable to heat-treatment.

**Figure 6:**
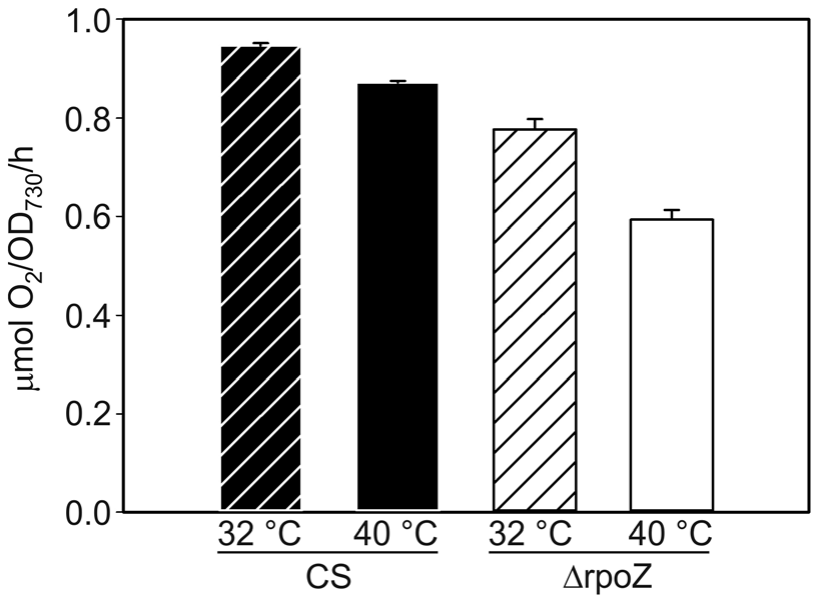
Acclimation of photosynthesis to mild heat stress in CS and ΔrpoZ. Light-saturated photosynthetic activity of CS and ΔrpoZ was measured in the standard growth conditions at 32°C and after 24-h of high temperature treatment at 40°C with a Clark type oxygen electrode. The results are means of three biological replicates and the error bars denote SEM.

## Conclusions

The heat-lethal phenotype of ΔrpoZ strain emphasizes the view that the small ω subunit of RNAP is an important core polypeptide although cells can survive without it in optimal laboratory conditions. The total RNA content of the cells remains higher in ΔrpoZ than in CS during heat stress, and therefore the heat-lethal phenotype of ΔrpoZ is probably not caused by a decrease in active RNAP due to the proposed chaperone-like activity of the ω subunit. Instead, our data suggest that numerous heat acclimation processes malfunction in ΔrpoZ. As summarized in Fig. 7, these acclimation processes include adjustment of transcription, photosynthesis and nitrogen metabolism. Gene expression respond differently in ΔrpoZ and CS, and the data indicate that the small ω subunit affects expression of specific genes not only in standard growth conditions but also during heat stress.

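Of the 406 genes called between ΔrpoZ and CS in standard conditions and the 135 called at 40°C, 35 were called the same way in both, and with single arrays left out 10, without ΔrpoZ 40°C replicate 2, to 74, without CS 40°C replicate 3. From the different gene expression of the strains upon heat, the paper concludes that the ω subunit affects the expression of specific genes in heat stress as well as in standard growth conditions.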

**Figure 7:**
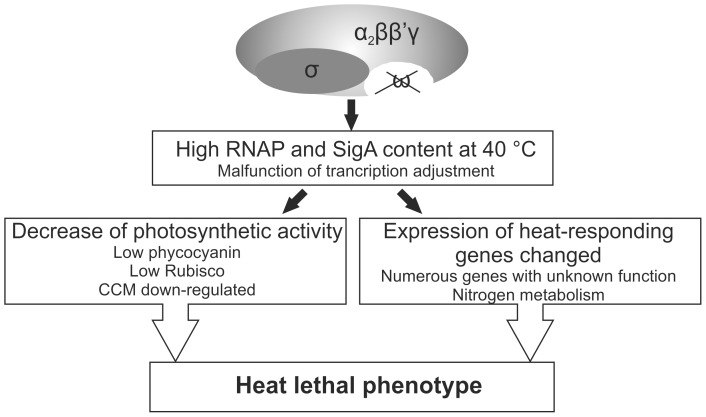
Cellular processes that respond differently to heat treatment in CS and ΔrpoZ.

## Materials and Methods

### Strains, growth conditions and growth measurements

The glucose tolerant control strain of *Synechocystis* sp. PCC 6803 [46], the ω subunit inactivation strain ΔrpoZ and the complementation strain ΔrpoZ+rpoZ [10] were grown in BG-11 medium supplemented with 20 mM Hepes pH 7.5. The OD_730_ of liquid cultures was set to 0.1 (0.35 µg of chlorophyll (Chl) *a*/ml), and the cells were grown (30 ml of cell culture in a 100-ml Erlenmeyer flask) at 32°C, 38°C or 40°C in air level CO_2_ under constant illumination at the PPFD of 40 µmol m^−2^ s^−1^ and shaking at 90 rpm. In some experiments, as indicated, BG-11 medium was supplemented with 20 mM Hepes, pH 8.3. Samples of dense cultures were diluted with BG-11 before the optical density was measured, so that OD_730_ did not exceed 0.4, and the dilutions were taken into account when the final results were calculated. All measurements were conducted on at least three independent biological replicates.

### Survival rates at 40°C

OD_730_ was set to 0.1, and cells were grown at 40°C for 24 h. The OD_730_ was measured, cells were diluted with fresh BG-11 medium to OD_730_ = 0.1. Then culture was serially diluted to 1∶10, 1∶100, 1∶1000 and 1∶10 000; and twenty drops containing 10 µl of the dilutions were spotted onto BG-11 plates. Plates were grown in standard conditions for one week, the colonies were counted and CFUs were calculated as CFUs/1-ml cell culture with OD_730_ = 0.1.

### DNA microarray analysis

For DNA microarray studies, OD_730_ was set to 0.1, and the cells were grown in standard growth conditions for three days. Then the samples from standard conditions (OD_730_ = 1, 40 ml) were harvested by centrifugation at 4500 g for 6 min at 4°C in pre-cooled centrifuge tubes [10] or cells were treated at 40°C under continuous illumination, PPFD 40 µmol m^−2^ s^−1^, for 24 h before harvest. The RNA was isolated using the hot-phenol method as described in [47], and further purified with RNeasy Mini Kit (Qiagen) to remove DNA contaminations. A 8×15 K custom *Synechocystis* sp. PCC 6803 array (Agilent) was used in microarray experiments [48], and hybridizations and data collection were done as described previously [49]. The data were normalized using the quantile method and the t-test was used to identify differentially expressed genes. A gene was considered differentially regulated if log_2_ of the fold change was ≥1 (at least two-fold up-regulated) or ≤−1 (down-regulated to one half or less) and P<0.05. Gene expression data were visualized with a heat map drawn with the open source software Multiple Experiment Viewer [50].

### Total RNA content of the cells

Cells were first grown in standard growth conditions and then treated at 40°C under continuous illumination, PPFD 40 µmol m^−2^ s^−1^, for 24 h before harvest. Total RNA was isolated with the hot-phenol method [47] from 1-ml of cell culture with OD_730_ = 1, and suspended in 12 µl of water. RNA concentration was measured with NanoDrop spectrophotometer and RNAS were visualized by running 5-µl samples on 1.2% agarose gels and staining the gels with ethidium bromide.

### Western blotting

Cells (25 ml; OD_730_ = 1; 3.5 µg Chl *a*/ml) were harvested from standard growth conditions, or treated at 40°C under continuous illumination (PPFD 40 µmol m^−2^ s^−1^) for 2, 6, or 24 h before harvesting. Total proteins were isolated as described previously [51]. Protein samples containing 1.6 µg (allophycocyanin, phycocyanin), 5 µg (CP43), 10 µg (PsaB, Rubisco), 20 µg (the ω subunit) or 50 µg (α, β, and SigA subunits of RNAP) of total proteins were solubilized for 10 min at 75°C and separated by 10% NEXT GEL SDS-PAGE (Amresco) according to the manufacturer's instructions. Proteins were transferred to Immobilon-P membrane (Millipore). Antibodies against allophycocyanin of *Porphyridium cruentum* (AS08 277), CP43 of *Arabidopsis thaliana* (AS11 1787), PsaB of *Arabidopsis thaliana* (AS10 695), phycocyanin of *Porphyridium cruentum* (AS08 278), and RbcL (AS03 037), and custom polyclonal antibodies recognizing α, β, ω and SigA subunits of *Synechocystis* RNAP [10] were purchased from Agrisera. The Goat Anti-Rabbit IgG (H+L) alkaline phosphatase conjugate (Zymed) and the CDP star chemiluminescence kit (New England Biolabs) were used for detection. Immunoblots were quantified with a FluorChem image analyzer (Alpha Innotech Corp.).

### Photosynthetic activity

Light-saturated photosynthetic activity *in vivo* was measured (1 ml sample, OD_730_ = 1) with a Clark type oxygen electrode (Hansatech Ltd.) at 32°C in BG-11 medium supplemented with 10 mM NaHCO_3_. The light-saturated PSII activity was measured using 0.7 mM 2,6-dichloro-*p*-benzoquinone as an artificial electron acceptor, and samples were also supplemented with 0.7 mM ferricyanide to keep the electron acceptor in oxidated form.

## Supporting Information

Table S1 **Genes at least two fold up-regulated in the control strain after a 24-h treatment at 40°C.**
(PDF) Click here for additional data file.

Table S2 **Genes down-regulated to half or less in the control strain after a 24-h treatment at 40°C.**
(PDF) Click here for additional data file.

Table S3 **Genes that were at least two fold up-regulated in ΔrpoZ after a 24-h treatment at 40°C.**
(PDF) Click here for additional data file.

Table S4 **Genes down-regulated to half or less in the ΔrpoZ strain after a 24-h treatment at 40°C.**
(PDF) Click here for additional data file.

Table S5 **List of genes included in** **Fig. 3** **and their expression data.**
(PDF) Click here for additional data file.

Table S6 **List of genes that were similarly or oppositely regulated in CS and ΔrpoZ after heat treatment.**
(PDF) Click here for additional data file.

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S1 — Genes at least two fold up-regulated in the control strain after a 24-h treatment at 40°C.

Table S1. Genes at least two fold up-regulated in the control strain after a 24-h treatment at 40 °C.

| ORF            | FC*  | P value  | Annotation/Function                                                                                                               | Gene name     | Functional category** |
|----------------|------|----------|-----------------------------------------------------------------------------------------------------------------------------------|---------------|-----------------------|
| <i>slr0288</i> | 2.65 | 0.042303 | glutamate--ammonia ligase                                                                                                         | <i>glnN</i>   | A                     |
| <i>slr1756</i> | 2.01 | 0.012725 | glutamate--ammonia ligase                                                                                                         | <i>glnA</i>   | A                     |
| <i>slr1898</i> | 1.27 | 0.031619 | N-acetylglutamate kinase                                                                                                          | <i>argB</i>   | A                     |
| <i>ssl0707</i> | 1.42 | 0.030626 | nitrogen regulatory protein P-II                                                                                                  | <i>glnB</i>   | A                     |
| <i>sll1514</i> | 1.45 | 0.039969 | 16.6 kDa small heat shock protein, molecular chaperone                                                                            | <i>hspA</i> , | D                     |
| <i>sll1694</i> | 1.88 | 0.000174 | pilin polypeptide PilA1                                                                                                           | <i>pilA1</i>  | D                     |
| <i>sll1695</i> | 2.19 | 0.000052 | pilin polypeptide PilA2                                                                                                           | <i>pilA2</i>  | D                     |
| <i>slr1289</i> | 1.81 | 0.009670 | isocitrate dehydrogenase (NADP+)                                                                                                  | <i>icdA</i>   | F                     |
| <i>ssl2559</i> | 1.23 | 0.002315 | ferredoxin                                                                                                                        |               | H                     |
| <i>sll0248</i> | 1.07 | 0.047051 | flavodoxin                                                                                                                        | <i>isiB</i>   | H                     |
| <i>sll0247</i> | 1.86 | 0.012778 | iron-stress chlorophyll-binding protein                                                                                           | <i>isiA</i>   | H                     |
| <i>ssr0390</i> | 1.04 | 0.044694 | photosystem I reaction center subunit X                                                                                           | <i>psaK1</i>  | H                     |
| <i>slr0851</i> | 1.20 | 0.035004 | type 2 NADH dehydrogenase                                                                                                         | <i>ndbA</i>   | H                     |
| <i>sll1161</i> | 1.71 | 0.000343 | probable adenylate cyclase                                                                                                        | <i>cya3</i>   | J                     |
| <i>sll0782</i> | 1.94 | 0.020364 | transcriptional regulator                                                                                                         |               | J                     |
| <i>slr1759</i> | 1.07 | 0.037249 | two-component hybrid sensor and regulator                                                                                         | <i>hik14</i>  | J                     |
| <i>sll1330</i> | 1.83 | 0.019695 | two-component system response regulator                                                                                           | <i>rre37</i>  | J                     |
| <i>slr1543</i> | 1.00 | 0.012326 | DNA-damage-inducible protein F                                                                                                    |               | K2                    |
| <i>slr1912</i> | 1.67 | 0.002181 | putative PP2C-type protein phosphatase                                                                                            |               | L                     |
| <i>sll2008</i> | 1.08 | 0.015432 | processing protease                                                                                                               | <i>prp1</i>   | M                     |
| <i>sll1198</i> | 1.73 | 0.004000 | tRNA (guanine-N1)-methyltransferase                                                                                               | <i>trmD</i>   | M                     |
| <i>slr1316</i> | 1.15 | 0.008354 | ABC-type iron(III) dicitrate transport system permease protein                                                                    | <i>fecC</i>   | N                     |
| <i>sll0108</i> | 2.23 | 0.021606 | ammonium/methylammonium permease                                                                                                  | <i>amt1</i>   | N                     |
| <i>sll0537</i> | 1.04 | 0.006726 | ammonium/methylammonium permease                                                                                                  | <i>amt3</i>   | N                     |
| <i>sll1017</i> | 2.17 | 0.036233 | ammonium/methylammonium permease                                                                                                  | <i>amt2</i>   | N                     |
| <i>slr1735</i> | 1.13 | 0.036765 | ATP-binding subunit of the ABC-type Bgt permease for basic amino acids and glutamine                                              | <i>bgtA</i>   | N                     |
| <i>sll1404</i> | 2.10 | 0.004326 | biopolymer transport ExbB protein homolog                                                                                         | <i>exbB3</i>  | N                     |
| <i>sll1405</i> | 1.97 | 0.004938 | biopolymer transport ExbD protein homolog                                                                                         | <i>exbD</i>   | N                     |
| <i>sll1406</i> | 1.69 | 0.001927 | ferrichrome-iron receptor                                                                                                         | <i>fhuA</i>   | N                     |
| <i>slr1295</i> | 2.19 | 0.000083 | iron transport system substrate-binding protein                                                                                   | <i>futA1</i>  | N                     |
| <i>slr0513</i> | 1.11 | 0.000820 | iron transport system substrate-binding protein, periplasmic protein                                                              | <i>futA2</i>  | N                     |
| <i>slr1318</i> | 1.11 | 0.001189 | iron(III) dicitrate transport system ATP-binding protein                                                                          | <i>fecE</i>   | N                     |
| <i>slr0096</i> | 1.07 | 0.018806 | low affinity sulfate transporter                                                                                                  |               | N                     |
| <i>sll1599</i> | 1.63 | 0.015019 | manganese transport system ATP-binding protein MntA                                                                               | <i>mntA</i>   | N                     |
| <i>sll1598</i> | 1.88 | 0.011558 | Mn transporter MntC                                                                                                               | <i>mntC</i>   | N                     |
| <i>slr1488</i> | 1.25 | 0.000606 | multidrug resistance family ABC transporter                                                                                       |               | N                     |
| <i>slr0944</i> | 1.03 | 0.028080 | multidrug-efflux transporter                                                                                                      | <i>arsB</i>   | N                     |
| <i>sll1270</i> | 1.95 | 0.015768 | periplasmic substrate-binding and integral membrane protein of the ABC-type Bgt permease for basic amino acids and glutamine BgtB | <i>bgtB</i>   | N                     |
| <i>sll0536</i> | 2.09 | 0.015045 | probable potassium channel protein                                                                                                | <i>kchX</i>   | N                     |
| <i>sll0764</i> | 1.34 | 0.005542 | urea transport system ATP-binding protein                                                                                         | <i>urtD</i>   | N                     |
| <i>slr1200</i> | 3.12 | 0.005600 | urea transport system permease protein                                                                                            | <i>urtB</i>   | N                     |
| <i>slr1201</i> | 1.87 | 0.013713 | urea transport system permease protein                                                                                            | <i>urtC</i>   | N                     |
| <i>slr2002</i> | 1.66 | 0.036906 | cyanophycin synthetase                                                                                                            | <i>cphA</i>   | O                     |
| <i>sll1159</i> | 2.86 | 0.000003 | probable bacterioferritin comigratory protein                                                                                     |               | O                     |

| ORF            | FC*         | P value         | Annotation/Function        | Gene name | Functional category** |
|----------------|-------------|-----------------|----------------------------|-----------|-----------------------|
| <i>sll1407</i> | 1.30        | 0.003801        | probable methyltransferase |           | O                     |
| <i>sll0335</i> | <b>1.62</b> | <b>0.022188</b> | hypothetical protein       |           | P                     |
| <i>sll0944</i> | 1.25        | 0.027989        | hypothetical protein       |           | P                     |
| <i>sll1119</i> | 2.65        | 0.014692        | hypothetical protein       |           | P                     |
| <i>sll1158</i> | 3.42        | 0.000001        | hypothetical protein       |           | P                     |
| <i>sll1160</i> | 2.07        | 0.000036        | hypothetical protein       |           | P                     |
| <i>sll1469</i> | 1.02        | 0.001049        | hypothetical protein       |           | P                     |
| <i>sll1696</i> | 1.41        | 0.000093        | hypothetical protein       |           | P                     |
| <i>slr0144</i> | 1.14        | 0.000628        | hypothetical protein       |           | P                     |
| <i>slr0146</i> | 1.03        | 0.001516        | hypothetical protein       |           | P                     |
| <i>slr1152</i> | 2.08        | 0.001139        | hypothetical protein       | rfrK      | P                     |
| <i>slr1290</i> | 1.05        | 0.023606        | hypothetical protein       |           | P                     |
| <i>slr1770</i> | 1.16        | 0.037408        | hypothetical protein       |           | P                     |
| <i>slr1913</i> | 1.01        | 0.002005        | hypothetical protein       |           | P                     |
| <i>ssl0331</i> | 1.12        | 0.035017        | hypothetical protein       |           | P                     |
| <i>ssl1762</i> | 1.21        | 0.043332        | hypothetical protein       |           | P                     |
| <i>sll0327</i> | 1.13        | 0.048209        | unknown protein            |           | Z                     |
| <i>sll0441</i> | 1.35        | 0.011751        | unknown protein            |           | Z                     |
| <i>sll0733</i> | 2.06        | 0.011220        | unknown protein            |           | Z                     |
| <i>sll0783</i> | 3.84        | 0.027555        | unknown protein            |           | Z                     |
| <i>slr0145</i> | 1.14        | 0.000459        | unknown protein            |           | Z                     |
| <i>slr0442</i> | 1.29        | 0.005213        | unknown protein            |           | Z                     |
| <i>slr1484</i> | 1.80        | 0.001646        | unknown protein            |           | Z                     |
| <i>slr1681</i> | 1.17        | 0.020969        | unknown protein            |           | Z                     |
| <i>slr1726</i> | 1.06        | 0.001357        | unknown protein            |           | Z                     |
| <i>slr1920</i> | 1.10        | 0.026555        | unknown protein            |           | Z                     |
| <i>ssl2384</i> | 2.15        | 0.000229        | unknown protein            |           | Z                     |

\*FC: log<sub>2</sub> of fold change.

\*\*The categories are listed according to Cyanobase (see Fig. 2).

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S2 — Genes down-regulated to half or less in the control strain after a 24-h treatment at 40°C.

Table S2. Genes down-regulated to half or less in the control strain after a 24-h treatment at 40 °C.

| ORF            | FC*    | P value | Function                                                                             | Gene name<br>(if assigned) | Functional<br>category** |
|----------------|--------|---------|--------------------------------------------------------------------------------------|----------------------------|--------------------------|
| <i>slI0450</i> | -2.386 | 0.0002  | cytochrome b subunit of nitric oxide reductase                                       | <i>norB</i>                | A                        |
| <i>slI1688</i> | -1.017 | 0.0029  | threonine synthase                                                                   | <i>thrC</i>                | A                        |
| <i>slr0426</i> | -1.018 | 0.0405  | GTP cyclohydrolase I                                                                 | <i>folE</i>                | B                        |
| <i>slr0749</i> | -1.108 | 0.0042  | light-independent protochlorophyllide reductase iron protein subunit ChlL            | <i>chlL</i>                | B                        |
| <i>slr1434</i> | -1.1   | 0.0068  | pyridine nucleotide transhydrogenase beta subunit                                    | <i>pntB</i>                | B                        |
| <i>slr0984</i> | -1.371 | 0.0001  | CDP-glucose 4,6-dehydratase                                                          | <i>rfbG</i>                | C                        |
| <i>slr1072</i> | -1.108 | 0.0001  | GDP-D-mannose dehydratase                                                            | <i>rfbD, yefA</i>          | C                        |
| <i>slI1724</i> | -1.094 | 0.0243  | probable glycosyltransferase                                                         | <i>icsA</i>                | C                        |
| <i>slr1064</i> | -1.662 | 0.0008  | probable glycosyltransferase                                                         | <i>rfbU, mtfA</i>          | C                        |
| <i>slr1351</i> | -1.013 | 0.0415  | UDP-N-acetylmuramoylalanyl-D-glutamyl-2 6-diaminopimelate--D-alanyl-D-alanine ligase | <i>murF</i>                | C                        |
| <i>slr2075</i> | -1.083 | 0.0106  | 10kD chaperonin                                                                      | <i>groES</i>               | D                        |
| <i>slI0430</i> | -1.732 | 0.0050  | HtpG, heat shock protein 90, molecular chaperone                                     | <i>htpG</i>                | D                        |
| <i>slr0427</i> | -1.001 | 0.0023  | putative competence-damage protein                                                   | <i>psbA2</i>               | D                        |
| <i>ssl2922</i> | -1.153 | 0.0251  | similar to virulence-associated protein VapB                                         | <i>vapB</i>                | D                        |
| <i>sml0009</i> | -1.138 | 0.0227  | similar to virulence-associated protein VapC                                         |                            | D                        |
| <i>slr1705</i> | -1.256 | 0.0038  | aspartoacylase                                                                       | <i>aspA</i>                | F                        |
| <i>slr0293</i> | -1.174 | 0.0007  | glycine dehydrogenase                                                                | <i>gcvP</i>                | F                        |
| <i>slr1350</i> | -1.145 | 0.0005  | acyl-lipid desaturase (delta 12)                                                     | <i>desA</i>                | G                        |
| <i>slI1441</i> | -2.398 | 0.0019  | acyl-lipid desaturase (omega-3)                                                      | <i>desB</i>                | G                        |
| <i>slI0330</i> | -1.192 | 0.0470  | sepiapterine reductase                                                               | <i>fabG</i>                | G                        |
| <i>slr1291</i> | -1.868 | 0.0002  | NADH dehydrogenase subunit 4                                                         | <i>ndhD2</i>               | H                        |
| <i>slr2007</i> | -3.324 | 0.0016  | NADH dehydrogenase subunit 4                                                         | <i>ndhD5</i>               | H                        |
| <i>slr2009</i> | -1.738 | 0.0023  | NADH dehydrogenase subunit 4                                                         | <i>ndhD6</i>               | H                        |
| <i>ssl3044</i> | -1.233 | 0.0069  | probable ferredoxin                                                                  |                            | H                        |
| <i>slr1164</i> | -1.405 | 0.0000  | ribonucleotide reductase subunit alpha                                               | <i>nrdA, dnaF</i>          | I                        |
| <i>slI1626</i> | -1.328 | 0.0082  | LexA repressor                                                                       | <i>lexA</i>                | J                        |
| <i>slI1594</i> | -3.105 | 0.0003  | ndhF3 operon transcriptional regulator, LysR family protein                          | <i>ccmR, ndhR</i>          | J                        |
| <i>slr1214</i> | -1.087 | 0.0143  | two-component response regulator                                                     | <i>rre15</i>               | J                        |
| <i>slr1285</i> | -1.056 | 0.0159  | two-component sensor histidine kinase                                                | <i>hik34</i>               | J                        |
| <i>slI1772</i> | -1.313 | 0.0236  | DNA mismatch repair protein MutS                                                     | <i>mutS</i>                | K2                       |
| <i>slr0790</i> | -1.473 | 0.0440  | similar to ultraviolet light resistance protein B                                    | <i>umuC</i>                | K2                       |
| <i>slr0653</i> | -1.118 | 0.0001  | principal RNA polymerase sigma factor SigA                                           | <i>sigA</i>                | L                        |
| <i>slI0555</i> | -1.258 | 0.0256  | methionine aminopeptidase                                                            | <i>map-3, mapC</i>         | M                        |
| <i>slr1592</i> | -2.288 | 0.0002  | probable pseudouridine synthase                                                      |                            | M                        |
| <i>slI1263</i> | -1.364 | 0.0028  | cation efflux system protein                                                         |                            | N                        |
| <i>slr0067</i> | -1.233 | 0.0001  | MRP protein homolog                                                                  |                            | O                        |
| <i>slr1410</i> | -1.04  | 0.0080  | periplasmic WD-repeat protein                                                        |                            | O                        |
| <i>slr1019</i> | -1.491 | 0.0454  | phenazine biosynthetic protein PhzF homolog                                          |                            | O                        |
| <i>slr1063</i> | -1.573 | 0.0016  | probable glycosyltransferase                                                         |                            | O                        |
| <i>slr1065</i> | -1.493 | 0.0003  | probable glycosyltransferase                                                         |                            | O                        |
| <i>slr1076</i> | -1.291 | 0.0000  | probable glycosyltransferase                                                         |                            | O                        |
| <i>slr1077</i> | -1.195 | 0.0000  | probable glycosyltransferase                                                         | <i>gumH</i>                | O                        |
| <i>slr1610</i> | -1.118 | 0.0297  | putative C-3 methyl transferase                                                      |                            | O                        |
| <i>slI0222</i> | -1.04  | 0.0155  | putative purple acid phosphatase                                                     | <i>phoA</i>                | O                        |
| <i>slI0185</i> | -1.601 | 0.0342  | hypothetical protein                                                                 |                            | P                        |

| ORF            | FC*    | P value | Function                                                                   | Gene name<br>(if assigned) | Functional<br>category** |
|----------------|--------|---------|----------------------------------------------------------------------------|----------------------------|--------------------------|
| <i>slI0360</i> | -1.004 | 0.0148  | hypothetical protein                                                       |                            | P                        |
| <i>slI0451</i> | -1.148 | 0.0142  | hypothetical protein                                                       |                            | P                        |
| <i>slI0529</i> | -1.174 | 0.0295  | hypothetical protein                                                       |                            | P                        |
| <i>slI0822</i> | -1.056 | 0.0122  | hypothetical protein                                                       |                            | P                        |
| <i>slI1504</i> | -1.574 | 0.0014  | hypothetical protein                                                       |                            | P                        |
| <i>slI1505</i> | -1.938 | 0.0145  | hypothetical protein                                                       |                            | P                        |
| <i>slI1516</i> | -1.18  | 0.0049  | hypothetical protein                                                       |                            | P                        |
| <i>slI1911</i> | -1.144 | 0.0218  | hypothetical protein                                                       |                            | P                        |
| <i>slr0870</i> | -1.072 | 0.0008  | hypothetical protein                                                       |                            | P                        |
| <i>slr0959</i> | -1.676 | 0.0009  | hypothetical protein                                                       |                            | P                        |
| <i>slr1069</i> | -1.628 | 0.0003  | hypothetical protein                                                       |                            | P                        |
| <i>slr1472</i> | -1.06  | 0.0075  | hypothetical protein                                                       |                            | P                        |
| <i>slr1677</i> | -1.073 | 0.0371  | hypothetical protein                                                       |                            | P                        |
| <i>slr1692</i> | -1.06  | 0.0294  | hypothetical protein                                                       |                            | P                        |
| <i>slr2006</i> | -3.627 | 0.0012  | hypothetical protein                                                       | <i>mrpC</i>                | P                        |
| <i>slr2008</i> | -1.898 | 0.0004  | hypothetical protein                                                       | <i>mrpC</i>                | P                        |
| <i>slr2010</i> | -1.963 | 0.0016  | hypothetical protein                                                       | <i>mrpE</i>                | P                        |
| <i>slr2011</i> | -1.734 | 0.0020  | hypothetical protein                                                       | <i>mrpA</i>                | P                        |
| <i>slr2012</i> | -1.581 | 0.0010  | hypothetical protein                                                       | <i>mrpB</i>                | P                        |
| <i>slr2013</i> | -1.248 | 0.0007  | hypothetical protein                                                       |                            | P                        |
| <i>ssl2874</i> | -1.233 | 0.0011  | hypothetical protein                                                       |                            | P                        |
| <i>ssl2920</i> | -1.532 | 0.0232  | hypothetical protein                                                       |                            | P                        |
| <i>ssl2921</i> | -1.398 | 0.0310  | hypothetical protein                                                       |                            | P                        |
| <i>ssr1251</i> | -1.428 | 0.0173  | hypothetical protein                                                       |                            | P                        |
| <i>ssr2062</i> | -1.269 | 0.0038  | hypothetical protein                                                       |                            | P                        |
| <i>ssr2998</i> | -1.016 | 0.0077  | hypothetical protein                                                       |                            | P                        |
| <i>ssr3409</i> | -1.583 | 0.0008  | hypothetical protein                                                       | <i>mrpF</i>                | P                        |
| <i>ssr3410</i> | -1.637 | 0.0021  | hypothetical protein                                                       | <i>mrpG</i>                | P                        |
| <i>slI1483</i> | -1.04  | 0.0031  | periplasmic protein, similar to transforming growth factor induced protein |                            | P                        |
| <i>slr0708</i> | -1.098 | 0.0102  | periplasmic protein                                                        |                            | Z                        |
| <i>slI0263</i> | -1.543 | 0.0052  | unknown protein                                                            |                            | Z                        |
| <i>slI0710</i> | -1.299 | 0.0004  | unknown protein                                                            |                            | Z                        |
| <i>slI1239</i> | -1.395 | 0.0371  | unknown protein                                                            |                            | Z                        |
| <i>slI1241</i> | -1.677 | 0.0099  | unknown protein                                                            |                            | Z                        |
| <i>slI1611</i> | -1.11  | 0.0099  | unknown protein                                                            |                            | Z                        |
| <i>slr0262</i> | -1.033 | 0.0208  | unknown protein                                                            |                            | Z                        |
| <i>slr0871</i> | -1.467 | 0.0091  | unknown protein                                                            |                            | Z                        |
| <i>slr1066</i> | -1.328 | 0.0038  | unknown protein                                                            |                            | Z                        |
| <i>slr1071</i> | -1.59  | 0.0001  | unknown protein                                                            |                            | Z                        |
| <i>slr1073</i> | -1.404 | 0.0000  | unknown protein                                                            |                            | Z                        |
| <i>slr1074</i> | -1.575 | 0.0004  | unknown protein                                                            |                            | Z                        |
| <i>slr1383</i> | -1.178 | 0.0251  | unknown protein                                                            |                            | Z                        |
| <i>slr1618</i> | -1.058 | 0.0027  | unknown protein                                                            |                            | Z                        |
| <i>ssr2153</i> | -1.416 | 0.0040  | unknown protein                                                            |                            | Z                        |
| <i>ssr2194</i> | -1.923 | 0.0011  | unknown protein                                                            |                            | Z                        |

\*FC: log<sub>2</sub> of fold change.

\*\*The categories are listed according to Cyanobase (see Fig. 2).

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S3 — Genes that were at least two fold up-regulated in ΔrpoZ after a 24-h treatment at 40°C.

Table S3. Genes that were at least two fold up-regulated in  $\Delta$ rpz after a 24-h treatment at 40 °C.

\*FC: log<sub>2</sub> of fold change.

\*\*The categories are listed according to Cyanobase (see Fig. 2).

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S4 — Genes down-regulated to half or less in the ΔrpoZ strain after a 24-h treatment at 40°C.

Table S4. Genes down-regulated to half or less in the  $\Delta$ rpz strain after a 24-h treatment at 40 °C.

\*FC:  $\log_2$  of fold change.

\*\*The categories are listed according to Cyanobase (see Fig. 2).

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S5 — List of genes included in Fig. 3 and their expression data.

Table S5. List of genes included in Fig. 3 and their expression data.

Other categories

\*FC:  $\log_2$  of fold change.

\*\*The categories are listed according to Cyanobase.

# Supplementary material for: The ω Subunit of RNA Polymerase Is Essential for Thermal Acclimation of the Cyanobacterium Synechocystis Sp. PCC 6803
**Source:** PLoS One. 2014 Nov 11;9(11):e112599. doi: 10.1371/journal.pone.0112599
**Supplement:** Table S6 — List of genes that were similarly or oppositely regulated in CS and ΔrpoZ after heat treatment.

Table S6. List of genes that were similarly or oppositely regulated in CS and  $\Delta$ poZ after heat treatment.

\*FC: log<sub>2</sub> of fold change

How the deposited data were processed for this re-analysis (not part of the article)

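The samples were cultures of the control strain CS and the mutant ΔrpoZ in standard conditions at 32°C and after 24 h at 40°C. There were 13 arrays, 4 of CS and 3 of ΔrpoZ in standard conditions and 3 of each strain at 40°C. The arrays in standard conditions came from an earlier experiment, so temperature and experiment cannot be told apart.

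The deposited table holds log2 values, 1 per open reading frame, which the authors made from scanner output by quantile normalization across arrays. It has 3321 entries, of which 58 controls were left out and 3263 genes were kept. The deposited scanner files of the 6 arrays at 40°C hold an intensity per spot that the scanner software corrected for background within the array, as the file headers state, and that was not normalized between arrays. They also hold the median intensity of each spot and of its local background, without any correction, and other deposited columns with marks of 0 or 1 for spots well above background, saturated or outlying, as the column names state. Of each scanner file 11 columns were used and 14 were not used here. The scanner files of the arrays in standard conditions were not used here.

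Comparisons across temperatures and in standard conditions used the authors' log2 values. The comparison of the strains at 40°C used the scanner files. Control spots and outlying spots, 208 over all arrays, were left out, and with them 13 probes. Log2 background-corrected intensities were quantile normalized over the 6 arrays at the level of spots, averaged over the spots of a probe and then over the probes of a gene. The number of arrays limits the precision of all values.

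Pairs of groups were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with only the groups of the comparison in the fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, and differences of exactly 1.00 counted. The difference between the heat responses of the strains was tested as an interaction contrast over all 4 groups with the same thresholds. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The 7 lists were nitrate transport and assimilation, other nitrogen genes, NADH dehydrogenase subunits, heat shock genes, genes with opposite responses, genes of heat responses, and other named genes. The last list held mntA (sll1599), mntC (sll1598) and desB (sll1441), and its adjusted p by camera was 0.535 upon heat in CS, 0.184 upon heat in ΔrpoZ, 0.147 in standard conditions and 0.787 for the interaction, where the median was -0.16 and the mean 0.24. Signals before normalization were compared with exact permutation tests in scipy 1.17.1. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

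Genes were named by a fixed rule. It took every gene of the lists and every gene that the results or Fig. 2A name beside an array result, the genes of RNA polymerase and sigma factors, and for each comparison the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 whose arrays did not overlap between the groups. This gave 89 genes. Symbols were taken from the paper's tables, which pair 238 genes with one, and categories from Table S5, which covers 485 genes. The tables used here do not pair rpoZ with an open reading frame, and its level is not given.

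The procedure was tested on simulated data with the spread of the arrays, in 20 runs with 200 of 3263 genes changed by a log2 fold change of 2. It recovered 95.1% of the changed genes upon heat in CS, 96.5% upon heat in ΔrpoZ, 98.0% in standard conditions, 93.1% at 40°C and 91.9% for the interaction. False calls made up 3.57, 1.35, 1.41, 3.42 and 6.04% of the calls. The noise was drawn independently for each gene and array, and the authors' values set the spread at 40°C as well. Deviations of the real arrays were shared across genes, so these rates can overstate the reliability of the real calls.

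Whether replicate numbers pair the arrays was checked by correlating deviations from the group means across genes. Same-numbered arrays correlated at 0.31, 0.33 and 0.37 between the temperatures in ΔrpoZ. At 40°C same-numbered arrays of the strains shared a slide and a scan and correlated at 0.36, -0.11 and 0.37. The numbers did not pair the arrays upon heat in CS, with 0.04, -0.02 and -0.25, or in standard conditions, with 0.00, 0.16 and -0.34.

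Tests, groups, lists and alternatives were set before the data were examined, apart from those named as added. The alternatives were the methods' t-test with and without adjustment, limma without adjustment, the fold threshold alone, no fold threshold, all 4 groups in the fit, array weights, an intensity trend with a robust prior, median centring, leaving out the 25% of genes with the lowest mean signal, a replicate block, and leaving out each array in turn. At 40°C the authors' values, scaling to the 75th percentile, and only spots well above background were tried as well. Added were a t-test with unequal variances, a normexp background correction and the median intensity of the spots as raw signal.

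Left out were genes that the paper names and its tables do not pair with an open reading frame, among them groEL2, dnaK, clpB1 and cpcC2. Measurements other than arrays were not analysed here.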

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

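The tests of the spread among the CS arrays as part of the cause and of the nitrate genes with single CS arrays left out were chosen after the results were seen.

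In 3 of 89 named genes, 1 of the 4 CS arrays in standard conditions lay far from the others. For sll1159, replicate 1 was at 8.45 and the others at 8.83, so that the gap made up 1.00 of the range. For sll1251, replicate 1 was at 6.19 and the others between 6.92 and 6.93, with a share of 0.986. For glgX (slr1857), replicate 3 was at 10.97 and the others between 10.39 and 10.48, with a share of 0.845. All are above Dixon's critical value for 4 values, which chance passes in about 1 of 20 groups, more often than was seen. No biological explanation was tested.

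The heat response differed between the strains for 376 genes, and in 1 of 100 drawn splits of the arrays, the real one, the number was as large. The largest other split gave 324 genes and mostly rearranged the groups. These splits shuffled all 13 arrays over the 4 groups, which breaks up the effects of strain and temperature as well. They cannot decide whether the interaction calls alone arose by chance. For the other comparisons, 1 of 35 splits, the real one, was as large upon heat in CS, and 1 of 35 in standard conditions, so that chance can be excluded. Upon heat in ΔrpoZ and between the strains at 40°C, 1 of 10 splits, the real one, was as large and the other 9 gave 0 calls, but a count over 10 splits is too small to exclude chance.

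Among the named genes, 36 had a called interaction, with 21 differences above 0 and 15 below. Positive differences, with the response of ΔrpoZ above that of CS, were 1.99 for ndhA (sll0519), 1.84 for ndhI (sll0520), 4.08 for ndhF3 (sll1732), 1.81 for ndhC (slr1279), 1.82 for ndhK (slr1280), 2.12 for ndhJ (slr1281) and 3.48 for ndhD5 (slr2007). They were 4.48 for sll1158, 3.23 for sll1159, 2.84 for cya3 (sll1161), 1.78 for sll1251, 3.42 for narB (sll1454), 4.64 for ccmR (sll1594), 1.58 for rpoB (sll1787) and 1.99 for sigD (sll2012). They were 2.89 for gcvP (slr0293), 1.25 for sigA (slr0653), 1.69 for glgP2 (slr1367), 2.15 for glgX (slr1857), 4.05 for mrpC (slr2006) and 3.73 for ssl2814. Negative differences were -1.45 for sll0775, -3.52 for trmD (sll1198), -3.16 for gifB (sll1515), -3.39 for slr0144, -3.04 for slr0145, -2.50 for slr0146, -3.64 for ppsA (slr0301) and -1.73 for chlL (slr0749). They were -3.92 for slr0888, -1.15 for sigF (slr1564), -1.14 for groEL1 (slr2076), -5.04 for gifA (ssl1911), -4.00 for ssl2384, -3.32 for ssr1038 and -1.85 for ssr2194. By lists, the median difference was -3.04 for the genes with opposite responses, 1.99 for the NADH dehydrogenase subunits and 2.92 for nitrate transport and assimilation.

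The larger number of calls upon heat in ΔrpoZ than in CS was set against the spread among the CS arrays at 40°C. As the whole cause this spread is excluded, since genes past the fold threshold alone remained more numerous in ΔrpoZ, at least 1.44 times with any single array left out. The ratio of 1.84 over all arrays is below the ratio of calls. Spread can also carry CS genes past a fold threshold, so this does not decide on the spread as part of the cause. Without CS 40°C replicate 3, which lay apart from the other CS arrays, the ratio of calls was 2.84, against 3.08 over all arrays. The ratio by the fold threshold alone was then 2.63. The spread as part of the cause and a difference between the strains remain open.

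The heat response of ΔrpoZ ran against its difference from CS in standard conditions. Chance values of the ΔrpoZ standard arrays, which both comparisons share, would give no overlap beyond that of independent calls when different arrays serve the comparisons, and the median overlap was then 50 genes. The tables argue against these chance values as the cause. The strains and the temperatures remain as open explanations.

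An effect of the earlier experiment on the values in standard conditions cannot be told apart from the effect of heat, since each temperature lies in 1 experiment. The 47 genes called the same way in both strains are what either would give.

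Of the 24 genes of the nitrogen lists, 15 were called in ΔrpoZ and not in CS, among them glgP2 and glgX of sugar catabolism. That 1 CS array at 40°C had a weaker response was tested by leaving out each array. Of the 15 genes, 4, 0 and 3 were called in CS without replicates 1, 2 and 3. All 24 nitrogen genes gave 13, 0 and 10 calls in CS, against 8 with every array. The median log2 fold change of the nitrate genes in CS was 2.42 and 1.71 without replicates 1 and 2 and 0.33 without replicate 3, against 1.48 with every array. Leaving out replicate 1 raised the calls and this median, while 11 of the 15 genes stayed uncalled in a group of 2 arrays. A weaker response of 1 array stays open, since 3 arrays are too few to decide, and a stronger response of replicate 3 and a difference between the strains stay open beside it.

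Between the strains at 40°C, a comparison that the paper gives for single genes only, 135 genes were called, 69 higher and 66 lower in ΔrpoZ. The largest rises were those of cya3 (sll1161), at 1.99 (adjusted p = 0.00148, limma), sll1251, at 1.79 (adjusted p = 0.0265, limma), and ssr2194, at 1.78 (adjusted p = 0.00434, limma). The largest falls were those of gifA (ssl1911), at -4.01 (adjusted p = 0.035, limma), slr1788, at -3.27 (adjusted p = 0.00132, limma), and sll0775, at -2.75 (adjusted p = 0.00604, limma). The calls of gifA and sll1251 held in 1 of 6 fits with an array left out, that without CS replicate 3, and had adjusted p of up to 0.128 and 0.107 in the others. Not every spot of slr1788 and sll0775 was well above background on the ΔrpoZ arrays, so their falls can be larger than measured. For 131 of the 131 called genes with several probes, all probes changed in 1 direction. The slide is shared by same-numbered arrays of the strains, and does not part them.

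Upon heat, 13 genes were called in ΔrpoZ that Table S5 does not list, 4 up-regulated and 9 down-regulated. The unadjusted t-test of the methods called 394 of the 406 genes, and the 200 that it called up-regulated all have a category in Table S5. The 4 up-regulated genes were thus called by limma and not by that test. For the 9 down-regulated genes no explanation was tested, and 2 entries of Table S5 matched no gene.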

How the results depend on the processing

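The t-test with unequal variances, the normexp correction on median intensities, the median intensity as raw signal and different ΔrpoZ standard arrays for genes down-regulated upon heat were chosen after the data were seen. The planned normexp correction and raw signal on mean intensities were not run, since the scanner files have no such column.

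No called direction reversed under any alternative tried. Where counts below moved by more than 1.5 times, the cause was not tested, except that leaving out the fold threshold, the p or the adjustment adds genes to the calls of the same test by construction.

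Upon heat in CS, the genes up-regulated and down-regulated were 23 and 38 by the t-test with adjustment, 101 and 122 by the fold threshold alone, 147 and 199 without a fold threshold, and 11 and 40 with a replicate block. The numbers do not pair the CS arrays, so this block removes degrees of freedom. Up-regulated genes were 95 by limma without adjustment and 83 with all 4 groups in the fit. With single arrays left out they were 24, without CS standard replicate 3, to 77, without CS 40°C replicate 1, and down-regulated genes 42, without CS standard replicate 3, to 93, without CS standard replicate 4.

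Upon heat in ΔrpoZ the counts moved by more than 1.5 times only without a fold threshold, to 542 and 521, and stayed within 192 to 221 and 184 to 205 with single arrays left out. With a replicate block, paired by number, they were 204 and 201. In standard conditions they moved so only without a fold threshold, to 638 and 597, and stayed within 170 to 230 and 173 to 235.

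At 40°C the genes higher and lower in ΔrpoZ were 25 and 32 by the t-test with adjustment and 252 and 214 without a fold threshold. With single arrays left out, they were 9, without ΔrpoZ replicate 1, to 159, and 12, without ΔrpoZ replicate 2, to 125, both without CS replicate 3. With a replicate block, which is also the slide, they were 72 and 72. The authors' values gave 72 and 60, normexp 54 and 55, and spots well above background 71 and 64.

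Genes up-regulated in both strains were 5 by the t-test with adjustment, 47 by limma without adjustment, 53 by the fold threshold alone, 63 without it, 37 with all 4 groups and 4 with a replicate block. With single arrays left out they were 7, without CS standard replicate 2 or 3, to 35, without CS 40°C replicate 1. Genes down-regulated in both were 7, 42, 59 and 13 by the t-test with adjustment, the fold threshold alone, no fold threshold and a replicate block, and 12, without CS standard replicate 3, to 29, without CS 40°C replicate 3. Genes changed in opposite directions were 16 by the fold threshold alone, 30 without it and 3 with a replicate block, and 6, without CS standard replicate 2, to 13, without CS standard replicate 4.

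The ratio of calls in ΔrpoZ to CS was 5.46 by the t-test with adjustment, 2.02 by limma without adjustment, 1.84 by the fold threshold alone and 7.94 with a replicate block. It was 2.45, without CS standard replicate 4, to 6.15, without CS standard replicate 3. Without a fold threshold, 222 genes were up-regulated upon heat and lower in standard conditions in ΔrpoZ and 244 the reverse, and the other alternatives, with single arrays left out as well, gave 46 to 77 and 72 to 95. Genes called the same way in standard conditions and at 40°C were 16 by the t-test with adjustment and 188 without a fold threshold, and 10, without ΔrpoZ 40°C replicate 2, to 74, without CS 40°C replicate 3. The interaction was called for 594 genes without a fold threshold and for 294, without ΔrpoZ standard replicate 3, to 448, without CS 40°C replicate 3.

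With camera at an estimated correlation, list calls were lost. The adjusted p became 0.351 for the genes with opposite responses upon heat in CS, 0.351 upon heat in ΔrpoZ, 0.263 in standard conditions and 0.0980 for the interaction. It became 0.406 for the other nitrogen genes in CS. For the NADH dehydrogenase subunits it became 0.351 in ΔrpoZ, 0.340 in standard conditions and 0.409 for the interaction, and for the nitrate genes 0.0595, 0.446 and 0.446. Fry lost the nitrate interaction, at 0.0615. It called the heat shock genes in CS, at 0.0372, and in ΔrpoZ, at 0.00325, the genes of heat responses in ΔrpoZ, at 0.0236, and the other named genes in ΔrpoZ, at 0.00247, and in standard conditions, at 0.00176.

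For named genes, the results that kept their side of the threshold, moved past it and fell below it numbered 998, 34 and 115 upon heat in CS, 1035, 6 and 20 upon heat in ΔrpoZ, 1111, 21 and 11 in standard conditions, 984, 34 and 42 at 40°C, and 1500, 36 and 56 for the interaction. At 40°C, 3232 genes were left when only spots well above background were used. The difference of the raw signal at 40°C was 0.06 with median intensities.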

Differences from the paper's values

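The paper's number of genes of photosynthesis and respiration up-regulated in CS is 5, and 2 were called here. Of the alternatives set before the data were examined, the unadjusted t-test of the methods (5), limma without adjustment (7), the fold threshold alone (7) and all 4 groups in the fit (6) lie within 1.5 times of the paper's value, and the others do not. The paper's number of genes of amino acid biosynthesis up-regulated in CS is 4, and 1 was called here. The unadjusted t-test of the methods (4), limma without adjustment (6), all 4 groups in the fit (6) and leaving out CS 40°C replicate 1 (5) lie within 1.5 times of it, and the others do not.

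The paper states that no heat shock gene was up-regulated upon heat. Here dnaJ (sll1666) was called in ΔrpoZ, at 1.51, and hspA (sll1514) was called in CS, at 1.45, by the unadjusted t-test, limma without adjustment, the fold threshold alone and all 4 groups in the fit. The paper's Table S1 also lists hspA as up-regulated in CS, at 1.45, so these calls of hspA differ from the paper's text and not from its table. The paper states that the difference in hspA between the strains disappeared at 40°C. Here it was 1.31 and not called, with an adjusted p of 0.121, with adjusted p from 0.0245 to 0.226 under 10 alternatives of limma with adjustment. All 4 groups in the fit, a replicate block, leaving out CS replicate 3, limma without adjustment and the fold threshold alone called it.

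The paper states that most genes up-regulated upon heat were hypothetical or unknown. Here they were 37.7% in CS and 41.8% in ΔrpoZ. In CS the share was 52.2% by the t-test with adjustment and 54.5% with a replicate block, which called 23 and 11 genes. Under the other settings it was at most 45.5% in CS, and in ΔrpoZ it lay between 39.1 and 42.4% under all of them.

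The paper states that nblA1 (ssl0452) and nblA2 (ssl0453) rose in ΔrpoZ only. Here the rises in CS were 2.40 and 1.81, and the interactions were not called, while without CS 40°C replicate 3 both were, at 1.34 and 1.68. In CS, limma without adjustment and the fold threshold alone called both, and all 4 groups in the fit and leaving out CS 40°C replicate 3 called nblA1.

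Upon heat in CS the unadjusted t-test called 162 genes, of which 132 were called here. Beside hspA, the named genes that the paper calls and that were not called here are glnB (ssl0707), amt2 (sll1017), bgtA (slr1735), cphA (slr2002), glnN (slr0288), fabG (sll0330), folE (slr0426), murF (slr1351), umuC (slr0790), ndbA (slr0851) and arsB (slr0944) in CS, with adjusted p between 0.0518 and 0.0752. The unadjusted t-test, limma without adjustment, the fold threshold alone and all 4 groups in the fit called each of them. With CS 40°C replicate 1 left out all but fabG and umuC were called, and with CS 40°C replicate 3 left out amt2, cphA and fabG. Array weights called amt2. At 40°C, slr1674 was not called, at 1.31, and the unadjusted t-test, limma without adjustment, the fold threshold alone, all 4 groups in the fit, array weights, a replicate block and leaving out CS replicate 3 called it.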

Other observations

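The tests on CS replicate 3 at 40°C were all chosen after its values were seen.

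CS replicate 3 at 40°C lay apart from the other CS arrays at 40°C. The root mean square of its deviations from the group mean was 0.50 on the log2 scale, against 0.11 to 0.32 on the other 12 arrays. It was more than 1 above both other CS arrays for 114 genes and more than 1 below both for 161. It was also the dimmest of the 6 arrays with scanner files, with a median intensity of 479. A group of 3 arrays is too small for a test of a distant array.

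On 73 genes that differed between the strains on the other arrays, both at 40°C and in standard conditions, replicate 3 of CS lay nearer to CS for 47.9% of the genes. On genes found for the other replicates in the same way but at an unadjusted p, CS replicates 1 and 2 did so for 100 and 97.4%, and ΔrpoZ arrays for at most 3.23%. Over the 302 genes that differed at 40°C on the other arrays, it was 41.4% for CS replicate 3 and 1.66% for ΔrpoZ replicate 3. A ΔrpoZ culture under a CS label forbids shares as large as those of CS replicate 3, and is excluded. On the 73 genes the share was 1.37% for ΔrpoZ replicate 3, which excludes a swap of these arrays. In CS replicate 3, 77 genes lay more than 1 outside the range of the other 5 arrays at 40°C, against at most 18 on another array, which a mixture of RNA of both strains does not give as the whole cause. On the 73 genes its median position was 0.425 between ΔrpoZ at 0 and CS at 1, and on the 302 genes it was 0.388. Across all genes, which are not independent replicates, it correlated with ΔrpoZ replicates 1, 2 and 3 at 40°C at 0.935, 0.956 and 0.961. With CS replicates 1 and 2 at 40°C it correlated at 0.933 and 0.943. CS replicates 1 and 2 correlated with the same ΔrpoZ arrays at 0.945 to 0.953 and at 0.952 to 0.960. These correlations thus do not place CS replicate 3 nearer to ΔrpoZ than the other CS arrays. Its positions on the 73 and 302 genes leave a mixture open as part of the cause. A state of the culture nearer to that of ΔrpoZ stays open beside it. Deviations were 1.22 times as large in the genes above the median brightness as in those below it, which excludes noise of a dim array as the cause.

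The nitrate genes were higher on CS replicate 3 than on the other CS arrays at 40°C by a median of 3.23, in 6 of 6 genes. Another nitrogen state of this culture could give this difference, and since these genes were picked after their values were seen, the test does not decide. The other nitrogen genes were higher by a median of 1.26, in 18 of 18 genes, and the NADH dehydrogenase subunits differed by a median of -1.88, with 0 of 7 genes higher.

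Upon heat, rpoB (sll1787) changed by -0.24 in CS and 1.34 in ΔrpoZ (adjusted p = 0.0027, limma), sigA (slr0653) by -1.12 (adjusted p = 0.00339, limma) and 0.13, sigD (sll2012) by -0.68 and 1.30 (adjusted p = 0.000994, limma), and sigF (slr1564) by -0.09 and -1.25 (adjusted p = 0.00036, limma). Each of these genes had a called interaction.

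The folds of the paper's supplementary tables were compared with differences of group means of the deposited log2 values, with a tolerance of 0.02. All 71 folds of Table S1, 90 of Table S2, 200 of Table S3 and 69 of Table S6 had a match. In Table S4 it was 189 of 194, and in Table S5 485 of 487, of which 17 and 19 were matched under another open reading frame than the one listed.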
